# RAB38 Facilitates Energy Metabolism and Counteracts Cell Death in Glioblastoma Cells

**DOI:** 10.3390/cells10071643

**Published:** 2021-06-30

**Authors:** Elena Bianchetti, Sierra J. Bates, Trang T. T. Nguyen, Markus D. Siegelin, Kevin A. Roth

**Keywords:** glioblastoma, RAB38, Bcl-xL, BH3-mimetics, statins

## Abstract

Glioblastoma is a high-grade glial neoplasm with a patient survival of 12–18 months. Therefore, the identification of novel therapeutic targets is an urgent need. RAB38 is a GTPase protein implicated in regulating cell proliferation and survival in tumors. The role of RAB38 in glioblastoma is relatively unexplored. Here, we test the hypothesis that RAB38 regulates glioblastoma growth using human glioblastoma cell lines. We found that genetic interference of RAB38 resulted in a decrease in glioblastoma growth through inhibition of proliferation and cell death induction. Transcriptome analysis showed that RAB38 silencing leads to changes in genes related to mitochondrial metabolism and intrinsic apoptosis (e.g., Bcl-xL). Consistently, rescue experiments demonstrated that loss of RAB38 causes a reduction in glioblastoma viability through downregulation of Bcl-xL. Moreover, RAB38 knockdown inhibited both glycolysis and oxidative phosphorylation. Interference with RAB38 enhanced cell death induced by BH3-mimetics. RAB38 antagonists are under development, but not yet clinically available. We found that FDA-approved statins caused a rapid reduction in RAB38 protein levels, increased cell death, and phenocopied some of the molecular changes elicited by loss of RAB38. In summary, our findings suggest that RAB38 is a potential therapeutic target for glioblastoma treatment.

## 1. Introduction

Glioblastomas cause the death of roughly 13,000 Americans per year [1]. The majority of glioblastoma patients die within one year of diagnosis and only 4.7% live beyond two years [2,3,4]. Current glioblastoma treatments are largely limited to surgical resection followed by chemotherapy and radiation [5]. While numerous clinical trials are underway to test novel treatment regimens, results to date have been disappointing. Therefore, there is a critical need to identify novel therapeutic targets in an effort to develop new treatment regimens with better outcomes.

The RAB family of small GTPases is part of the Ras protein superfamily [6,7] and is primarily responsible for regulating intracellular vesicle transport and migration. The RAB32 subfamily contains two proteins, RAB32 and RAB38, and is known to regulate endosome-mediated membrane trafficking of lysosome-related organelles [6]. RAB32 and RAB38 are genetically similar and structural analogs; however, RAB32 is noted to be more broadly expressed than RAB38 [6]. RAB38, also known as rrGTPbp and NY-MEL-1 [8], has been reported to be upregulated in glioblastoma, and high levels of its expression are associated with a poor prognosis and enhanced cell migration [9]. When comparing low-grade gliomas to glioblastomas, the latter demonstrated significantly higher RAB38 expression [9]. Furthermore, high expression of RAB38 in low-grade gliomas is correlated with a poor prognosis [9].

Despite the evidence that RAB38 is upregulated in gliomas, the functional significance of RAB38 in glioblastoma growth and protection from cell death has not been elucidated. Here, we examine the effects of loss of RAB38 function in human glioblastoma cell cultures. We test the overarching hypothesis that RAB38 plays an important prosurvival role in glioblastoma cells. We found that knockdown of RAB38 results in increased cell death and loss of mitochondrial membrane potential coupled with decreased oxygen consumption rate and glycolytic activity. Based on the inhibitory effects on mitochondrial metabolism, we tested BH3-mimetics in the setting of RAB38 silencing and made the novel discovery that dual inhibition of Bcl-2/Bcl-xL and RAB38 causes synergistic reduction in cellular viability. Moreover, we found that FDA-approved statins lead to a rapid reduction in RAB38 levels and phenocopy the effects of RAB38 loss of function. These results position RAB38 as a potential novel therapeutic target for gliomas.

## 2. Materials and Methods

### 2.1. Prognostic Significance of RAB38 Expression Levels

The present study used OncoLnc (www.oncolnc.org/, accessed on 25 November 2020) online tools to assess the impact of RAB38 mRNA levels on patient survival in glioblastoma and low-grade gliomas (LGG).

### 2.2. Reagents

For Western blotting, we used primary antibodies for RAB38 (Cell Signaling Technology, Danvers, MA, USA; #14365), RAB32 (Sigma, St. Louis, MO, USA; #010m4795), OXPHOS (Abcam, Cambridge, MA, USA; #ab110411), C-Myc (Cell Signaling Technology, Danvers, MA, USA; #5605), Mcl-1 (Cell Signaling Technology, Danvers, MA, USA; #5453S), Bcl-2 (Cell Signaling Technology, Danvers, MA, USA; #4223), Bcl-xL (Cell Signaling Technology, Danvers, MA, USA; #2764S), and β-actin (Sigma, St. Louis, MO, USA; #076M4786V) and secondary antibodies for HRP-conjugated goat anti-mouse (Thermo Scientific, Waltham, MA, USA; #31430) and goat anti-rabbit (Thermo Scientific, Waltham, MA, USA; #31460). For cell death assays, the positive control staurosporine was obtained from Sigma-Aldrich (St. Louis, MO, USA; STS #S5921). For drug treatments, simvastatin was purchased from Selleckchem (Houston, TX, USA; #S1792), lovastatin from MedChemExpress (South Brunswick, NJ, USA; #HY-N0504), and ABT263 from Selleckchem (Houston, TX, USA; #S1001).

### 2.3. Cell Culture

We used human astrocytes (ScienceCell Research Laboratories, Carlsbad, CA, USA; #1800), human glioblastoma cell lines LN229 and T98G (ATCC, Manassas, VA, USA), and the GBM43 patient-derived xenograft (PDX) cell line (Mayo Clinic Brain Tumor Patient-Derived Xenograft National Resource). Cells were maintained in Dulbecco’s modified Eagle’s medium with primocin (DMEM; Corning, Manassas, VA, USA), containing 1% primocin (Invivogen, San Diego, CA, USA) and 10% fetal bovine serum unless otherwise noted (FBS; Hyclone, Logan, UT, USA). Cells were kept in an incubator (37 °C in a humidified 5% CO_2_, 95% air environment) on uncoated Petri dishes and monitored regularly for density and doubling time. Astrocytes were maintained using the same medium with the addition of N_2_ (Thermo Fisher Scientific, Waltham, MA, USA; #2135).

### 2.4. RNAi 

Twenty-four hours after plating, cells were transfected as previously described [10]. Transfection was performed according to the provided kit protocol including dose-dependency without fetal bovine serum and without antibiotics (Dharmacon ON-TARGETplus Non-targeting Pool, #D-001810-10-05, Human RAB38, #L-010059-00-0010). Twenty-four hours after transfection, fetal bovine serum was added for a total concentration of 10%. Successful transfection was confirmed after 24, 48, and 72 h using Western blotting analysis. 

### 2.5. Cell Viability Assays

ATP levels present were recorded using CellTiter-Glo assay according to the recommended protocol by the manufacturer (Promega, Madison, WI, USA; #G7571). A 96-well plate was seeded with 2000 cells per well, and transfection was performed at 24, 48, and 72 h prior to analysis. In addition, a 96-well plate was seeded with 250 cells per well, transfection was performed 24 h after plating, and the viability analysis was performed after 14 days. Following transfection, 100 µL of CellTiter-Glo assay reagent was added to each well along with 100 µL of complete medium. Cells were incubated at room temperature for 10 min prior to analysis through a plate reader (SpectraMax i3x multi-mode detection platform, Molecular Devices, San Jose, CA, USA).

### 2.6. Western Blotting

Cells were seeded on 12-well plates in a number of 30,000/well. Samples for the Western blots were collected using Laemmli buffer containing 5% 2-mercaptoethanol (Bio-Rad, Hercules, CA, USA; #161-0710) and 95% 2x Laemmli Sample Buffer (Bio-Rad, Hercules, CA, USA; #161-0737), and additionally, a protease inhibitor cocktail was added (Thermo Scientific, Waltham, MA, USA; #1861281). The medium was removed and cells were lysed directly in the buffer following washing with PBS. RAB38 and RAB32 primary antibodies were diluted 1:100, β-actin was diluted 1:8000, and all other primary antibodies were diluted 1:500. Secondary antibodies were diluted 1:5000. Pierce ECL Western blotting substrate was used for detection (chemiluminescence) (Pierce ECL; Thermo Scientific, Waltham, MA, USA). The membranes were developed with an Azure c-300 Gel Doc and Western blot imaging (Azure Biosystem, Dublin, CA, USA).

### 2.7. Measurements of Cell Proliferation

To determine the effect of RAB38 silencing on the cell cycle, 10,000 cells were seeded and, the day after, transfected with nontargeting (siNT) or RAB38-specific siRNA (siRAB38) for 72 h. Cells were detached with trypsin and fixed in cold 85% ethanol for 4 h and then stained with propidium iodide (PI) solution (PI/RNAse Staining Solution, 4087, Cell Signaling, Danvers, MA, USA) at room temperature for 15 min. Fluorescence was measured using a BD FACSCalibur flow cytometer. The percentage of cells in each phase of the cell cycle was determined using FlowJo software (version 8.7.1; Tree Star, Ashland, OR, USA).

### 2.8. Measurements of Apoptosis and Mitochondrial Stress

Cells were seeded in each well of a 12-well plate in a number of 10,000/well and transfected, then permitted to grow for 48 and 72 h. Annexin V/propidium iodide staining was performed according to the recommended protocol of the FITC Annexin V Apoptosis Detection Kit I (BD Pharmingen, San Diego, CA, USA). Mitochondrial membrane potential was measured via a tetramethylrhodamine ethyl ester perchlorate (TMRE) staining performed according to the recommended protocol of the CellSimple Mitochondrial Membrane Potential Assay Kit II (Cell Signaling, Danvers, MA, USA; #45898). A BD FACSCalibur flow cytometer was used to obtain fluorescence data, and subsequent analysis was performed with the FlowJo software.

### 2.9. Measurements of Cell Metabolism

Oxygen consumption rates (OCR) and glycolytic activity (ECAR) were measured using Seahorse Agilent Technologies XF Cell Mito Stress Test Kit and following the provided protocol (Agilent Technologies, Cedar Creek, TX, USA; #103015-100 and #103017-100). 10,000 cells/well were seeded in a 12-well plate and transfected 24 h after plating using nontargeting or RAB38 siRNA. The medium was supplemented with 1.5% FBS the day after, and cells were moved from the 12-well plate to the 8-well cell culture miniplate. Analyses were performed 48 h after transfection using a Seahorse Bioscience extracellular flux analyzer.

### 2.10. Transcriptome Analysis

Twenty-four hours after transfection, fetal bovine serum was added for a total concentration of 1.5%. Forty-eight hours after transfection, RNA was extracted using RNeasy Mini Kit (Qiagen, Hilden, Germany; Cat. No. 74104). Microarray and subsequent gene set enrichment analysis were performed as described earlier [11]. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE162444 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162444, accessed on 21 June 2021).

### 2.11. Overexpression of Human c-Myc and Bcl-xL

Adenoviruses carrying human Bcl-xL (Ad-h-BCL2L1; #ADV-202038) and human c-Myc (Ad-c-Myc; #1285) and control virus (Ad-null; #1240) were purchased from Vector Biolabs (Philadelphia, PA, USA). LN229 cells were seeded at a density of 50,000 cells/well in a 12-well dish. The day after, the adenoviral infection was performed at a multiplicity of infection of 12.5 for c-Myc and 200 for Bcl-xL, using a volume of 500 µL of DMEM in each well. The virus solution was replaced with complete medium 19 h later. Subsequently, cells were plated at a density of 2000 cells/well in a 96-well plate for the viability assay and 10,000 cells/plate in a 12-well dish for flow cytometry analysis.

### 2.12. Statistics

All data are presented as mean ± SD unless otherwise indicated; *n* = 3 notation refers to three independent experiments. Statistical significance was determined using ANOVA and *t*-test analysis with a significance threshold of *p* = 0.05. * *p* < 0.05; ** *p* < 0.01; ***/**** *p* < 0.001, n.s. means not significant. GraphPad Prism 8 software was used for statistical analysis. Western blot image quantification and comparisons were performed using ImageJ. Bliss analysis was performed to detect synergistic, additive, or antagonistic effects as described previously [12].

## 3. Results

### 3.1. RAB38 Is a Prognostic Marker in Glioblastoma and Genetic Interference with RAB38 Affects Cellular Viability of Glioblastoma Cultures

We interrogated the TCGA database to assess the prognostic impact of high levels of RAB38 mRNA in glioblastoma patients and patients with low-grade gliomas. Cox regression results for RAB38 (http://www.oncolnc.org/, accessed on 25 November 2020) indicated that expression of RAB38 highly correlated with a decreased overall survival in both glioblastoma (*p*-value = 3.40 × 10^−2^) and LGG tissues (*p*-value = 2.40 × 10^−6^) (Figure 1a). In our studies, we found that human astrocytes and our panel of glioblastoma cultures demonstrated RAB38 protein expression (data not shown). To determine if RAB38 could play a potential role in regulating glioblastoma cell death and survival, we examined the effects of RAB38 silencing on the human glioblastoma established cell lines LN229 and T98G and on the patient-derived cell line GBM43. siRNA pool, made by four individual siRNAs, was used to silence RAB38 gene expression. Glioblastoma cell viability 14 days following transfection of RAB38 siRNA was significantly decreased compared to nontargeting siRNA controls (Figure 1b,c). Examination of cells at earlier time points showed that siRNA silencing of RAB38 produced a significant decrease in viability of LN229, T98G, and GBM43 cell lines 48 h following transfection, which becomes strongest at 72 h (Figure 1d–f). To confirm a successful knockdown of RAB38, Western blotting was performed and showed a marked reduction in RAB38 protein levels in LN229 (Figure 1g), T98G (Figure 1h), and GBM43 (Figure 1i) 48 h after transfection. To determine if RAB38 could be a selective therapeutic target for glioblastoma cells, we examined the effects of RAB38 silencing on astrocytes isolated from human cerebral cortex. Examination of the cells at 48 and 72 h after transfection showed that siRNA silencing of RAB38 modestly affects the viability of astrocytes only 72 h after silencing (Figure 1j). To confirm a successful knockdown of RAB38, a Western blot was performed and showed a consistent reduction in RAB38 protein levels 48 h after transfection (Figure 1k). The ANOVA combined with the multiple comparisons between groups (astrocytes vs. all others) shows a significant difference in cellular viability following RAB38 silencing in astrocytes versus the three GBM lines tested (Supplementary Figure S1a). 

### 3.2. RAB38 Knockdown Induces a Decrease in c-Myc Protein Levels Accompanied by Changes in Cell Cycle Progression

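The transcriptome data cover LN229 cells, an established human glioblastoma line, 48 h after transfection with a nontargeting siRNA pool (NT, n = 2 arrays) or an siRNA pool against RAB38 (siRAB38, n = 2 arrays), in medium with 1.5% serum. The silenced gene was examined first. RAB38 had log2 values of 4.69 and 4.78 in the NT arrays and of 2.52 and 3.43 in the siRAB38 arrays. Its mean was 4.74 ± 0.06 (SD, n = 2) in NT and 2.98 ± 0.64 (SD, n = 2) in siRAB38, a log2 fold change of -1.76 (standard error 0.30, adjusted p = 0.72 from limma) that left 29.6% of the NT level. RAB32, the closest relative of RAB38, had 3.49 ± 0.09 (SD, n = 2) in NT and 3.38 ± 0.15 (SD, n = 2) in siRAB38, with overlapping arrays. The authors labelled total RNA with the Affymetrix WT Plus kit and normalized the signals by RMA to log2 values. The deposited table holds 23786 rows for each of the 4 arrays, with medians from 3.47 to 3.51. Of these rows, 22458 carry exactly 1 gene symbol, none carries several and 1328 carry none and were left unnamed. Each named gene was compared between siRAB38 and NT with limma, with Benjamini-Hochberg adjustment over the 22458 genes. No gene passed an adjusted p of 0.05 in limma or in the methods' t-test. At an unadjusted p under 0.05, limma gave 842 higher and 697 lower genes, 1539 in all, where chance alone gives 1123, and the methods' t-test gave 1473. In simulated arrays with spreads drawn from the fitted prior, 30.4% of genes changed by 1 on the log2 scale and 90.5% of genes changed by 2 passed the adjusted threshold. These rates depend on how many genes were changed and by how much, so they do not carry over to the real comparison. Groups of genes were tested with camera, a test of whether a list shifts relative to all other genes, on 28 lists fixed before the data were examined, at a preset correlation between genes of 0.01. In this test 15 of the 28 lists passed an adjusted p of 0.05, 12 of them lower and 3 higher with siRAB38. Most of these lists follow kinds of gene sets that the study shows or lists in its enrichment analysis of these samples. The 3 higher ones follow sets listed in its full enrichment table, which its text does not name. Their direction is therefore not independent evidence. No list passed with a correlation estimated for each list, where the smallest adjusted p was 0.307. The estimate lay below the preset 0.01 for some lists, such as G1/S and DNA replication (-0.02) and p53 targets (-0.03). It lay above 0.01 for others, such as c-Myc targets (0.13). For the lists with a lower estimate, a larger correlation between genes cannot account for the loss. With the estimate, camera also takes its p from the 2 residual degrees of freedom, not from the number of genes. The loss therefore does not measure correlation between genes alone. The paper defines n = 3 as independent experiments and gives n = 2 for the arrays, but whether the 2 arrays of a group came from separate cultures is not stated in the sources used here, so p-values measure only the spread between these arrays, which may be technical. With 2 arrays against 2, an exact permutation test gives no two-sided p below 0.333. In camera at the preset correlation, 8 of the 28 lists passed with NT array 1 and siRAB38 array 2 set against the remaining arrays. With NT array 1 and siRAB38 array 1 set against the remaining arrays, 0 passed. A pass at the preset correlation is therefore not particular to the siRNA contrast.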

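c-Myc target genes were lower as a group in siRAB38 than in NT cells. Of 200 targets in the list, 180 were measured, and 149 of them had a log2 fold change below 0 while 31 lay above 0. The median log2 fold change was -0.11, or 92.7% of the NT level, and the list fell relative to other genes (adjusted p = 1.08e-08, camera). The call was lost with an estimated correlation (adjusted p = 0.535 with an estimated correlation) and with fry, which asks whether the members move one way on balance (adjusted p = 0.305). In 82 members both siRAB38 arrays lay below both NT arrays and in 7 they lay above, where chance gives 16.7% of genes in each direction. No single member passed, either over all genes or adjusted over the list alone. Among the members with the smallest p, CDC45, a component of the active replicative helicase, had a log2 fold change of -0.47 (standard error 0.10). ODC1, the rate-limiting enzyme of polyamine synthesis, had -0.70 (standard error 0.16). EIF4H, a translation initiation factor, had a log2 fold change of -0.41 and PSMD3, a proteasome subunit, of -0.37. The MYC mRNA itself was 5.77 ± 0.18 (SD, n = 2) in NT and 5.21 ± 0.39 (SD, n = 2) in siRAB38, a log2 fold change of -0.57 (standard error 0.22, adjusted p = 0.72 from limma) that ran from -0.84 to -0.29 without 1 array. The 2 NT arrays differed in this list, with means of 0.01 and 0.10 relative to the mean of all arrays, against -0.05 and -0.07 in the siRAB38 arrays. The list also passed with NT array 1 and siRAB38 array 2 set against the remaining arrays (adjusted p = 0.0392 from camera). Its median difference in that split was 0.04. The list was written to follow the gene set of Supplementary Figure S1b, which the study chose on these samples, so the count is not independent evidence of its direction.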

Transcriptome analysis followed by gene set enrichment analysis (GSEA) suggested that RAB38 impairment correlates with low levels of c-Myc targets in LN229 cells (Supplementary Figure S1b). Therefore, we focused our attention on c-Myc, a transcription factor that plays an important role in tumor proliferation [13] and cell cycle regulation by facilitating the transition from the G1 phase to the S phase [14,15]. Western blotting displayed a significant reduction in c-Myc protein levels 48 or 72 h after RAB38 inhibition in LN229 (Supplementary Figure S1c), T98G (Supplementary Figure S1d), and GBM43 (Supplementary Figure S1e) cells. Cell cycle analysis revealed that glioblastoma cells transfected with nontargeting siRNA exhibited regular cell cycle patterns (Supplementary Figure S1f,g). In contrast, LN229 and T98G cells transfected with RAB38 siRNA exhibited a greater percentage of cells in the G1 phase and fewer cells in the S phase, suggesting an inhibition of cell cycle progression (Supplementary Figure S1f,g). To explore if c-Myc has a role in the change in cell cycle progression and the associated inhibition of proliferation induced by RAB38 silencing, we overexpressed c-Myc in LN229 cells, using an adenovirus (Supplementary Figure S1h–j). Western blot analysis showed a dose-dependent increase in c-Myc protein levels at 6.25 and 12.5 MOI (multiplicity of infection; the number of virions that are added per cell during infection) compared to the control virus (Supplementary Figure S1h). Overexpression of c-Myc rescued from RAB38-silencing-mediated reduction in cellular viability in LN229 (Supplementary Figure S1i,j). Consistently, cell cycle analysis demonstrated that overexpression of c-Myc partially protected the cells from RAB38-silencing-mediated inhibition of cell cycle progression (Supplementary Figure S1k).

### 3.3. RAB38 Knockdown Causes Cell Death in Glioblastoma Cell Lines, but Not in Human Astrocytes

We performed an annexin V/PI assay to determine if silencing of RAB38 induced apoptotic cell death. In astrocytes, the nontargeting control group showed approximately 86% viable cells (annexin V low, PI low) with approximately 8% of cells in early apoptosis (annexin V high, PI low) and 4% of cells in late stages of cell death (annexin V high, PI high) at 72 h (Figure 2a). Likewise, cells exposed to RAB38 silencing exhibited approximately the same percentage of cells in early and late stages of cell death, respectively (Figure 2a). The LN229 nontargeting control group showed approximately 89% viable cells (annexin V low, PI low) with approximately 8% of cells in early apoptosis (annexin V high, PI low) and 3% of cells in late stages of cell death (annexin V high, PI high) at 72 h (Figure 2b). In contrast, LN229 cells exposed to RAB38 silencing exhibited approximately 68% viability with 12% and 17% of cells in early and late stages of cell death, respectively (Figure 2b). After RAB38 silencing, T98G and GBM43 cells showed increased cell death, with a peak of 16% of cells undergoing death 72 h after silencing for T98G (Figure 2c) and 36% for GBM43 (Figure 2d). To determine if there was an increase in ongoing mitochondrial damage after RAB38 knockdown, we performed a tetramethylrhodamine ethyl ester perchlorate (TMRE) assay. Control cells with nontargeting treatment showed few cells with loss of mitochondrial membrane potential. In contrast, following RAB38 knockdown, there was a time-dependent loss of mitochondrial membrane potential (Figure 2e–g).

### 3.4. RAB38 Knockdown Decreases Metabolic Activity

Based on our RNA transcriptome analysis and GSEA, groups of genes related to mitochondrial metabolism were suppressed or impaired by RAB38 silencing (Figure 3). 

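Genes that serve expression of the mitochondrial genome were slightly lower with siRAB38, as were the nuclear RNA polymerases I and III. Of 31 measured genes of mitochondrial transcription and RNA processing, 23 lay below 0, with a median log2 fold change of -0.07 (adjusted p = 0.00672 from camera, adjusted p = 0.411 with an estimated correlation). Examples are TRMT10C, a subunit of mitochondrial RNase P, with a log2 fold change of -0.36 (standard error 0.13), and the rRNA methyltransferase MRM3, with -0.28 (standard error 0.12). Of 18 mitochondrial tRNA synthetases, which charge tRNAs for translation in the organelle, 15 lay below 0, with a median of -0.09 (adjusted p = 0.0232 from camera, adjusted p = 0.419 with an estimated correlation). EARS2 had a log2 fold change of -0.37, LARS2 of -0.33 and TARS2 of -0.23. Of 79 mitochondrial ribosome genes, 57 lay below 0 and 22 above, with a median of -0.07 (adjusted p = 0.00825 from camera, adjusted p = 0.837 with an estimated correlation). The arrays overlapped between the groups in this list, with means of 0.0005 and 0.06 in NT and of 0.002 and -0.06 in siRAB38. Its members with the smallest p went both ways, with log2 fold changes of -0.27 for MRPS2 and -0.25 for MRPL58 but of 0.29 for MRPS25 and 0.26 for MRPL36. Of 45 genes of RNA polymerases I and III and their factors, 35 lay below 0, with a median of -0.09 (adjusted p = 1.10e-04 from camera, adjusted p = 0.411 with an estimated correlation). The polymerase III subunits POLR3B and POLR3K had log2 fold changes of -0.50 and -0.31, and SNAPC1, a subunit of the snRNA activating complex, had -0.41. Of 48 replication-dependent histone genes, 36 lay below 0, with a median of -0.11 (adjusted p = 1.10e-04 from camera, adjusted p = 0.569 with an estimated correlation). H2AC4 had a log2 fold change of -0.51 and H2BC6 of -0.34, against 0.57 for H4C2. Histones and the mitochondrial ribosome also passed with NT array 1 and siRAB38 array 2 set against the remaining arrays. The adjusted p there was 6.46e-04 and 0.0201 from camera. Their median differences were 0.15 and 0.07, larger in size than between the siRNA groups. The tRNA synthetases, mitochondrial transcription and the polymerases did not pass in that split. In none of these 5 lists did a single gene pass, over all genes or adjusted over the list alone, and the study named gene sets of these kinds from these samples, so the counts are not independent evidence of direction. The 22 measured genes of the TCA cycle did not shift as a list (adjusted p = 0.625 from camera), with 15 below 0 and a median of -0.07. PC, which replenishes oxaloacetate, had a log2 fold change of 0.35, and SDHD, a membrane anchor of succinate dehydrogenase, of -0.21. Without NT array 2 the adjusted p was 0.328 for the mitochondrial ribosome, 0.270 for the tRNA synthetases and 0.0530 for the histones, and without siRAB38 array 2 it was 0.344, 0.0773 and 0.0589. The log2 fold change without 1 array ran from -0.56 to -0.17 for EARS2, from -0.48 to -0.18 for LARS2 and from -0.67 to -0.33 for POLR3B. From the suppression of such gene groups in its enrichment analysis and from the link between metabolism, proliferation and cell death, the paper reasons that mitochondrial energy metabolism should be examined, and turns to extracellular flux measurements.

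**Figure D1:**
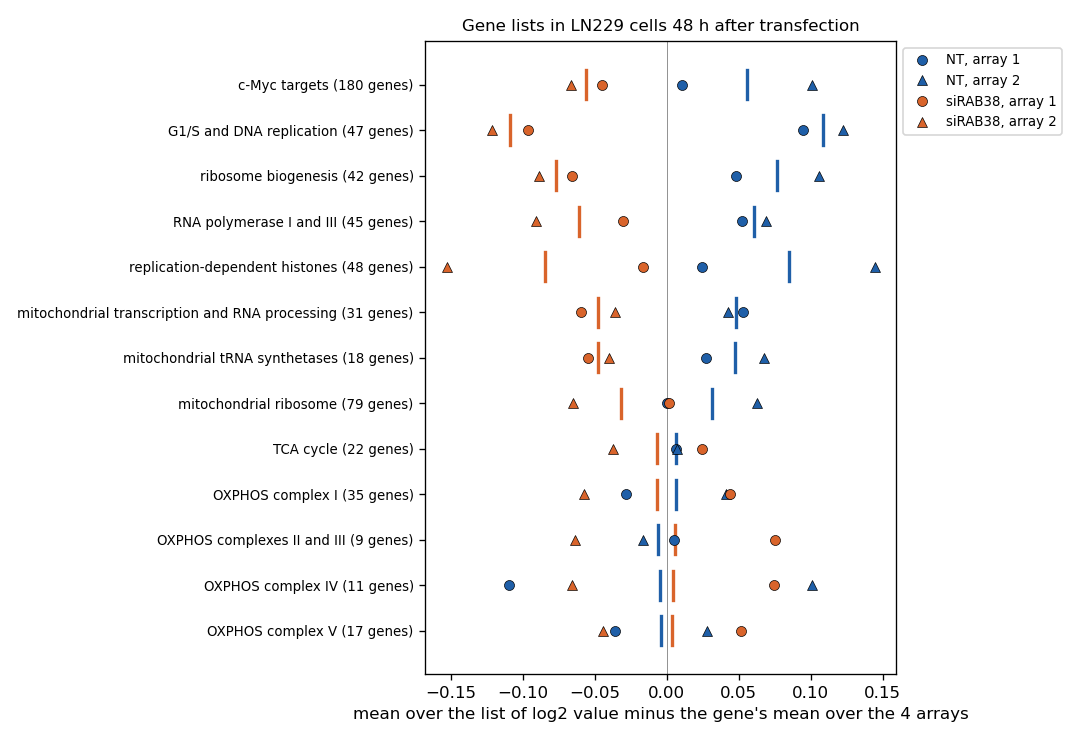
Mean over each gene list, per array, of the log2 value minus the gene's mean over the 4 arrays (x axis), for 13 lists (y axis, with the number of measured genes). Circles and triangles are arrays 1 and 2 of NT (blue) and siRAB38 (orange), and vertical bars are group means. Both siRAB38 arrays lie below both NT arrays for c-Myc targets (-0.05 and -0.07 against 0.01 and 0.10), while the arrays overlap for OXPHOS complex I (0.04 and -0.06 against -0.03 and 0.04).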

For this reason and given that metabolic perturbations are linked with cellular proliferation and cell death, we interrogated mitochondrial energy metabolism in our model systems. We performed extracellular flux analysis to determine if there were changes in metabolic activity of glioblastoma cells following RAB38 knockdown. A mitochondrial stress assay showed a significantly decreased oxygen consumption rate in cells transfected with RAB38 siRNA compared to respective controls (Figure 3b,d). Extracellular acidification rate, a measure of glycolysis, was also significantly decreased (Figure 3c,e). To this end, we performed a glycolytic stress assay. Cells transfected with RAB38 siRNA were characterized by a significantly decreased extracellular acidification rate as compared to control transfected cells (Figure 3f,h). Akin to the mitochondrial stress assay, the oxygen consumption rate was also significantly decreased (Figure 3g,i). Taken together, these results show that RAB38 knockdown decreases metabolic activity through a reduction in both oxidative phosphorylation and glycolysis. In alignment with this metabolic phenotype, interrogation of our microarray data, involving silencing of RAB38 in LN229 cells, demonstrated significantly lower levels of NDUFA7 (a component of the OXPHOS complex I) (Figure 3j), suggesting a potential impairment of the electron transport chain in response to RAB38 suppression. These results were confirmed on the protein level as well. 

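NDUFA7, an accessory subunit of OXPHOS complex I, had a log2 value of 6.06 ± 0.11 (SD, n = 2) in NT and of 4.71 ± 0.05 (SD, n = 2) in siRAB38, which is 39.3% of the NT level. Its log2 fold change was -1.35 (standard error 0.12, 95% confidence interval from -1.64 to -1.05, adjusted p = 0.70 from limma), and its unadjusted p was the smallest of all 22458 genes. Of the 35 complex I genes measured, NDUFA7 was the 1 gene lower when adjusted over the list alone, and no other member was lower or higher. The paper named NDUFA7 from these same arrays, so its pass over the list alone is not independent evidence. The other 34 had a median log2 fold change of 0.04, with quartiles of -0.04 and 0.10. NDUFB3, the next lowest, had a log2 fold change of -0.25 (standard error 0.12, from -0.36 to -0.15 without 1 array) and NDUFC1 had 0.19 (standard error 0.11). As a list, complex I did not shift (adjusted p = 0.946 from camera). Its members lay above 0 in 21 and below 0 in 14 of 35 genes, with a median of 0.03 and a mean of -0.01, the mean being drawn below 0 by NDUFA7. In complexes II and III, 5 of 9 genes lay above 0, and in complex IV 5 of 11 did (adjusted p = 0.946 for each list from camera). The list of complexes II and III has 13 members. Its complex II genes were measured through SDHC and SDHD only, as SDHA and SDHB were not among the measured genes. These values are of mRNA and do not speak to the protein levels of the complexes. UQCRC2, a core subunit of complex III, had a log2 fold change of -0.27 and COX7A2 of complex IV had -0.16. In complex V, 10 of 17 genes lay above 0 (adjusted p = 0.904 from camera), and the subunit ATP5MG had the lowest value, a log2 fold change of -0.74 (standard error 0.16). None of the genes of complexes II to V passed, over all genes or adjusted over the list alone. The camera direction opposed the sign of the median in the list of complexes II and III, down against a median of 0.03 and a mean of 0.01, and that of the mean in complex IV, down against a mean of 0.01.

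**Figure D2:**
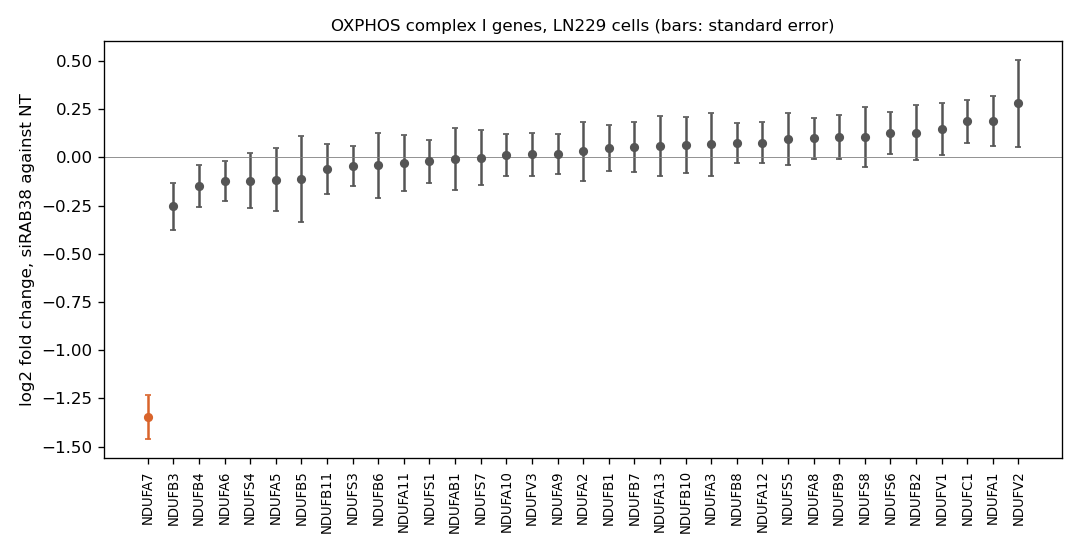
Log2 fold change of siRAB38 against NT (y axis, bars are the standard error) for each of the 35 measured OXPHOS complex I genes (x axis, ordered by value). NDUFA7 (orange) lies at -1.35 and the other 34 genes lie between -0.25 and 0.28.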

Following RAB38 silencing, LN229 cells showed decreased protein levels of OXPHOS complexes I, II, III, and V, compared to the nontargeting control transfected cells (Figure 3k,l). The downregulation of the complexes was more pronounced in the LN229 cell line as compared to the T98G and GBM43 lines (Figure 3k). In addition, we noted that RAB38 silencing appeared to affect the complex II protein levels most consistently across all three cell lines (Figure 3k,l).

### 3.5. RAB38 Knockdown Reduces the Protein Expression of Antiapoptotic Bcl-2 Family Members and Overexpression of Bcl-xL Rescues from Cell Death Induced by Loss of RAB38 Function

Since the Bcl-2 family members are important regulators of cell death and our GSEA pointed towards dysregulation of mitochondrial function, we determined the protein levels of Bcl-2, Bcl-xL, and Mcl-1 after RAB38 silencing in all cell lines (Figure 4a–c). We found a suppression of all three proteins following RAB38 silencing in all cell lines (Figure 4a–c). Since Bcl-xL has been shown to be the key mediator of intrinsic apoptosis in solid malignancies, we focused our rescue studies on this protein. In order to explore if Bcl-xL has a role in the cell death induced by RAB38 silencing, we overexpressed Bcl-xL in the LN229 cell line, using an adenovirus (Figure 4d–h). To confirm a successful overexpression of Bcl-xL, a Western blot was performed and showed a marked and dose-dependent increase in Bcl-xL protein levels at 50, 100, and 200 MOI compared to controls (Figure 4d). Viability of LN229 cells overexpressing Bcl-xL at 72 h following RAB38 silencing was significantly increased compared to cells with normal levels of Bcl-xL (Figure 4e), and this result was maintained 7 days following transfection (Figure 4f). We performed both annexin V/PI and cellular viability assays to determine if Bcl-xL has a role in cell death induced by RAB38 silencing (Figure 4g–h). Indeed, our results show that Bcl-xL overexpression rescues both reduced cell proliferation and increased cell death elicited by RAB38 silencing (Figure 4e–h).

### 3.6. RAB38 Knockdown Sensitizes Glioblastoma Cell Lines for a BH3-Mimetic Drug

Prior studies from others and our own laboratory clearly demonstrate that silencing of Mcl-1 enhances the killing effect of the classical BH3-mimetic, ABT263 [11]. Since it has been shown by us and others that inhibition of mitochondrial metabolism primes tumor cells to apoptosis induction by BH3-mimetics [16], we tested whether or not interference with RAB38 enhances the cytotoxic effects of ABT263 (a Bcl-2/Bcl-xL inhibitor). Indeed, we found that RAB38 silencing enhanced the reduction in viability elicited by ABT263 (Figure 5a–c). We evaluated whether this occurred in a synergistic manner and noted that in most instances the interaction between Bcl-2/Bcl-xL and RAB38 inhibition resulted in synergistic growth reduction (Figure 5d). We conducted flow cytometric analyses to elucidate whether part of the mechanism responsible for the enhanced growth inhibition of a combined treatment with ABT263 and RAB38 silencing involved the induction of cell death with apoptotic features. Flow cytometry analysis led to the observation that LN229 cells with RAB38 silencing developed typical features of apoptosis, which was further enhanced in the presence of ABT263 treatment, showing a significantly increased fraction of annexin V-positive cells (apoptotic cells) (Figure 5e–h). Moreover, RAB38 knockdown in combination with ABT263 treatment resulted in enhanced loss of mitochondrial membrane potential (Figure 5i–l).

### 3.7. Statins Cause Glioblastoma Cell Death and Induce a Decrease in RAB38, as Well as c-Myc, Mcl-1, Bcl-2, and Bcl-xL, In Vitro

RAB family members, including RAB38, require post-translational prenylation for activity. To assess the potential efficacy of prenylation inhibition in treating glioblastoma in vitro, we tested the effects of simvastatin and lovastatin, two FDA-approved prenylation inhibitors. Our studies demonstrated that treatment of glioblastoma cells with simvastatin or lovastatin caused a decrease in cell viability in LN229, T98G, and GBM43 cells in vitro (Figure 6a–c, Supplementary Figure S2a–c). A dose-dependent decrease in RAB38 protein levels was observed in all cell lines (Figure 6d,g,j, Supplementary Figure S2d,f,h). Treatment of glioblastoma cells with simvastatin or lovastatin also produced a consistent decrease in c-Myc, Mcl-1, Bcl-2, and Bcl-xL levels (Figure 6e,f,h,i,k,l, Supplementary Figure S2e,g,i). Annexin V/PI assays were performed using LN229 cells that overexpress Bcl-xL, in order to determine if Bcl-xL has a role in the cell death induced by simvastatin (Figure 6m,n). The LN229 control group showed approximately 94% viable cells with approximately 2% of cells in early apoptosis and 3% of cells in late stages of cell death at 72 h (Figure 6m). In contrast, LN229 cells exposed to simvastatin at the concentration of 5 µM exhibited approximately 51% viability with 18% and 29% of cells in early and late stages of cell death, respectively (Figure 6m). The overexpression of Bcl-xL protected from cell death after simvastatin treatment (Figure 6m,n), with a peak of 82% healthy cells (Figure 6m).

In summary, we have shown that RAB38 is implicated in mediating glioblastoma growth and resistance to cell death and that this occurs by modulation of distinct cellular pathways.

## 4. Discussion

The RAB family of small GTPases is gaining increasing recognition for its critical role in regulating cancer progression [17,18,19]. The goal of this study was to investigate if RAB38 affects glioblastoma cell survival and proliferation and can present as a novel therapeutic target for glioblastoma. It has been established that RAB38 is upregulated in glioblastoma and associated with a poor prognosis and enhanced cell migration [9]. When comparing low-grade gliomas to glioblastomas, the latter demonstrated significantly higher RAB38 expression, which led to our use of the glioblastoma cell lines LN229, T98G, and the patient-derived GBM43 line. Despite evidence that RAB38 is upregulated in gliomas and correlated with a poor prognosis, the functional significance of RAB38 in glioblastoma growth and proliferation has not been studied prior to this investigation. RAB38 is a GTPase protein noted to be associated with vesicle transport regulation and other cell-type-specific functions. RAB38 has been previously noted to be an important factor in melanogenesis [20] and a driver of malignant progression of pancreatic and bladder cancer [18,21]. However, the mechanisms are not understood.

This study suggests RAB38 is an important regulator of glioblastoma cell viability. All glioblastoma cell lines in this study showed RAB38 protein expression, albeit at different levels. The results confirm that the RAB38 protein is expressed in glioblastoma cells, reinforcing the notion that RAB38 is a viable, potential therapeutic target for glioblastoma. Our data demonstrate significant decreases in cell viability 72 h following RAB38 knockdown (Figure 1b–d) and 14 days after silencing (Figure 1e,f). Interestingly, non-neoplastic astrocytes did not show any sign of apoptosis after RAB38 knockdown (Figure 2a), demonstrating that RAB38 could be a selective therapeutic target for glioblastoma. Furthermore, in glioblastoma cell lines, a significant reduction in cell cycle progression induced by RAB38 knockdown (Supplementary Figure S1e,f) and an increase in cell death (Figure 2b–d) were demonstrated.

To gain insight into the pathways affected by RAB38 activity in the context of glioblastoma, we focused our attention on c-Myc, a transcriptional factor that plays an important role in the pathogenesis of many tumors, including glioblastoma [14,15]. Our GSEA revealed that MYC targets were amongst the most significant downregulated gene sets (Supplementary Figure S1a). 

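The list of 47 genes of the G1/S transition and DNA replication had the smallest adjusted p of the 28 lists (adjusted p = 1.27e-13 from camera, adjusted p = 0.307 with an estimated correlation). Of its genes 46 lay below 0, with a median log2 fold change of -0.22, and in 38 of them both siRAB38 arrays lay below both NT arrays. CDC6, which licenses replication origins, had a log2 fold change of -0.45 (standard error 0.12). The cyclin gene CCNE2 had -0.40 (standard error 0.11) and the helicase subunit gene MCM3 had -0.35 (standard error 0.11). Ribosome biogenesis genes, many of which c-Myc is known to activate, fell as well, with 37 of 42 below 0 and a median of -0.17 (adjusted p = 8.42e-07 from camera, adjusted p = 0.411 with an estimated correlation). The nucleolar genes NPM1 and DKC1 had log2 fold changes of -0.57 (standard error 0.17, from -0.78 to -0.35 without 1 array) and -0.33 (standard error 0.10). No gene of either list passed, over all genes or adjusted over the list alone. Both lists overlap the c-Myc list. It shares 20 of its 180 measured members with these and the G2/M list, NPM1 among them. The falls of these lists are therefore not fully separate observations. In an enrichment analysis that ranks genes by signal-to-noise, the normalized enrichment score was -1.82 for c-Myc targets, -1.96 for G1/S and DNA replication, -1.78 for ribosome biogenesis and -2.13 for interferon response genes, the lowest of the 28 lists. When genes were ranked by the moderated statistic it was -2.75 for c-Myc targets and for G1/S and DNA replication, -2.51 for ribosome biogenesis and -2.17 for interferon response genes. The interferon arrays overlapped between the groups, with list means of 0.61 and -0.20 in NT and of -0.78 and 0.37 in siRAB38.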

Consistently, we showed that overexpression of c-Myc rescued from the reduction in proliferation after RAB38 silencing (Supplementary Figure S1h–j). Taken together, these results suggest that RAB38 regulates the cell cycle of glioblastoma cells in part through c-Myc.

Furthermore, our data support the conclusion that RAB38 is mechanistically involved in the regulation of mitochondrial-mediated cell death. The TMRE analysis demonstrates increased mitochondrial stress (Figure 2e–g). Significant decreases in the oxygen consumption rate and glycolytic activity (Figure 3b–i) suggest that RAB38 may regulate mitochondrial-mediated cell death in glioblastoma. Our findings also suggest that RAB38 interferes with mitochondrial respiration, with an impairment of oxidative metabolism and downregulation of genes related to mitochondrial metabolism (Figure 3). Previous studies have convincingly linked impaired mitochondrial metabolism with susceptibility to BH3-mimetics [16,22]. Specifically, one group has recently demonstrated that the IDH1 R132H mutation sensitizes leukemia cells to the cytotoxic effect of the selective Bcl-2 inhibitor ABT199. Mechanistically, this was linked to 2-HG, which accumulates in IDH1 mutated tumors. 2-HG suppresses mitochondrial metabolism at the level of complex IV. Inhibition of complex IV suffices to enhance the apoptotic effects of ABT199 [23]. Similarly, work from our own group demonstrated comparable findings in the context of Bcl-xL inhibition [11]. Another recent report linked heme biosynthesis and sensitivity of leukemia cells to ABT199 [24]. In agreement with the findings above, inhibition of mitochondrial respiration/ATP synthesis is sufficient to enhance BH3-mimetic mediated cell death or loss in cellular viability (Figure 5). Our findings with RAB38 and its impact on mitochondrial metabolism and subsequent enhancement of ABT263-mediated cell killing are thus very much in line with these prior studies, but our findings related to the role of RAB38 in modulating these processes have not been described before (Figure 2, Figure 3 and Figure 5).

To provide more insights into the potentially involved pathways activated or inhibited through RAB38 inhibition, we have included our entire gene set enrichment analysis (Supplementary Table S1). As expected, several pathways were modulated after RAB38 silencing. 

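Messenger RNAs of the anti-apoptotic Bcl-2 family were lower with siRAB38, while the pro-apoptotic members of the family did not shift as a list. All 6 anti-apoptotic members lay below 0, 5 of them with both siRAB38 arrays below both NT arrays, with a median log2 fold change of -0.28 (adjusted p = 0.00130 from camera, adjusted p = 0.411 with an estimated correlation, adjusted p = 0.0509 without siRAB38 array 1). MCL1 was 7.98 ± 0.10 (SD, n = 2) in NT and 7.60 ± 0.07 (SD, n = 2) in siRAB38, a log2 fold change of -0.38 (standard error 0.11). BCL2A1 had a log2 fold change of -0.41 (standard error 0.13). BCL2 had -0.27 (standard error 0.14) and BCL2L1, which encodes Bcl-xL, had -0.22 (standard error 0.12). No member passed, over all genes or adjusted over the list alone. The call on this anti-apoptotic list was lost with fry (adjusted p = 0.160) and with enrichment on signal-to-noise (adjusted p = 0.175). Of the 13 pro-apoptotic Bcl-2 family genes, 9 lay above 0 and 4 below (adjusted p = 0.748 from camera), with BAX at a log2 fold change of 0.26 and PMAIP1, which encodes Noxa, at -0.40. The 18 measured effectors of the mitochondrial apoptosis pathway had 11 members below 0 and a median of -0.03 (adjusted p = 0.612 from camera). They include BID, at a log2 fold change of -0.26, but also inhibitors of apoptosis such as BCL2 and BCL2L1. Of 14 genes of death receptors, their ligands and adaptors, decoy receptors included, 7 lay above 0 and 7 below (adjusted p = 0.570 from camera), with a median just below 0, a mean of 0.04 and a camera direction up. The decoy receptor gene TNFRSF10D had a log2 fold change of 0.51 and the adaptor gene TRADD of -0.38. The study shows or lists sets like the last 2 lists in its enrichment analysis of these samples. Of 21 glycolysis genes, 12 lay below 0, with a median of -0.06 (adjusted p = 0.748 from camera). HK2, the inducible hexokinase, had a log2 fold change of 0.36 and SLC2A1, the glucose transporter GLUT1, of -0.25. No gene of these 4 lists passed, over all genes or adjusted over the list alone. Without 1 array the log2 fold change ran from -0.42 to -0.12 for BCL2, from -0.30 to -0.15 for BCL2L1, from -0.62 to -0.18 for PMAIP1, from -0.44 to -0.08 for BID and from -0.55 to -0.22 for TRADD, and TNFRSF10D is among the dimmest 30% of genes.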

Apoptosis, metabolism, and c-Myc pathways had an FDR q-value of less than 0.05, indicating statistical significance, which we also considered as relevant for glioma biology. We have confirmed through functional analysis that our selected pathways are either activated (apoptosis) or inhibited (MYC signaling and metabolism) following RAB38 silencing. It is well known that Bcl-xL is a bona fide inhibitor of mitochondrial-mediated intrinsic apoptotic cell death [25]. RAB38 is synthetically lethal with Bcl-xL inhibition through ABT263 (Figure 5). Moreover, Bcl-xL protein levels show a consistent decrease after RAB38 disruption in all cell lines (Figure 4a–c). After RAB38 knockdown, cells overexpressing Bcl-xL show rescued viability and reduced cell death (Figure 4e–h). Taken together, our data suggest that Bcl-xL is likely involved in the cell death induced by RAB38 silencing and protects glioblastoma cell lines from cell death.

All RABs require post-translational prenylation for membrane anchoring and function [26,27,28,29,30]. In the nonprenylated state, RABs are predominantly cytosolic and susceptible to rapid degradation. Newly synthesized RABs bind to an escort protein (RAB escort protein (REP); REP1 or REP2) and are then prenylated by the enzyme RAB geranylgeranyl transferase (RGGT) on their C-terminal Cys residue(s), which permits their specific membrane localization [28,30]. Interestingly, individual RABs exhibit wide variability in their extent of in vivo prenylation [30]. RAB38 is one of the slowest RABs to be prenylated both in vitro and in vivo, and its subcellular localization and function are rapidly altered by prenylation inhibitors and/or genetic disruption of REP or RGGT [28,31,32]. RAB38 mutation in mice and rats produces an in vivo phenotype that is very similar to that of RGGT and REP mutations in animals and humans [10,33]. In total, these observations suggest that RAB38 may be particularly sensitive to prenylation inhibition and, thus, be a target for in vivo glioblastoma therapy. RAB38-specific pharmacological inhibitors are under active development but are not yet in human use. However, RAB38 function can be inhibited using currently available pharmacological agents. Statins, which are FDA-approved and in wide clinical use, are known to inhibit RAB prenylation [34] and have been shown in a few previous studies to enhance temozolomide-induced glioblastoma cell death [35,36,37] and to induce a significant reduction in tumor volume in vivo [38,39,40,41,42]. Our studies demonstrated that treatment of glioblastoma cells with simvastatin or lovastatin causes a dose-dependent decrease in RAB38 expression and cell viability in LN229, T98G, and GBM43 cells in vitro (Figure 6, Supplementary Figure S2), which to the best of our knowledge has not been reported previously. Moreover, statins decreased expression of antiapoptotic Bcl-2 family members (Mcl-1, Bcl-2, and Bcl-xL) and c-Myc, in keeping with the effects elicited by specific silencing of RAB38, suggesting that interference with RAB38 partially phenocopies the molecular effects of statins. These results support the notion that statins might elicit their effects at least in part through modulation of RAB38. Although the mechanisms by which statins cause glioblastoma cell death are likely multiple, our hypothesis is that statin inhibition of RAB38 prenylation may be one element mediating their glioblastoma cytotoxic action. However, since statins are FDA-approved and widely used in humans, clinical studies with statins in glioblastoma patients could proceed rapidly. From our currently available data, it appears most likely that RAB38 silencing is sufficient to induce cell death in glioblastoma cell lines but RAB38 suppression is not necessary for the killing effects of statins. In conclusion, our study demonstrates that RAB38 is a critical regulator of cell survival in glioblastoma in vitro and strongly indicates RAB38 as a potential therapeutic target singly or in combination therapies for glioblastoma treatment.

## Figures and Tables

**Figure 1:**
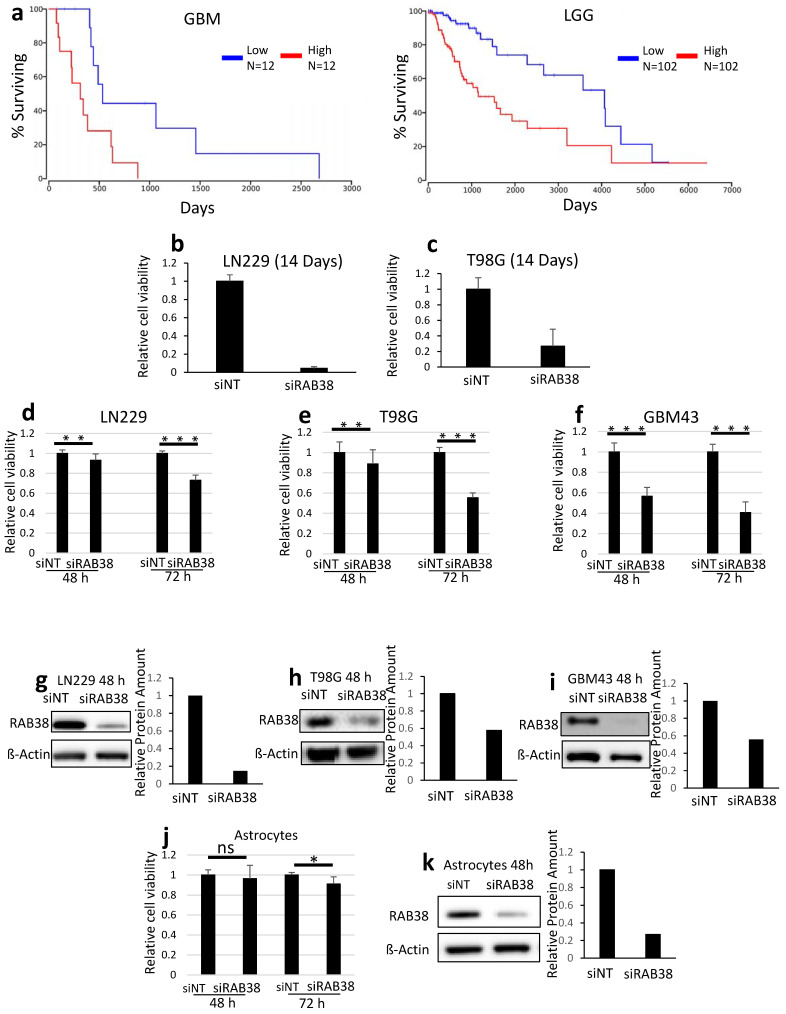
RAB38 silencing reduces the viability of glioblastoma cell lines. (**a**) Survival curves for high and low RAB38 expressing tumors in GBM and LGG (TCGA database) are shown. (**b**–**c**) LN229 (**e**) and T98G (**f**) were transfected with nontargeting (NT) or RAB38-specific siRNA (siRAB38). After 14 days, cellular viability was determined by CellTiter-Glo assay and relative cell viability was calculated. Data are presented as mean and SD, *n* = 3. (**d**–**f** and **j**) LN229 (**d**), T98G (**e**), GBM43 (**f**), and astrocytes (**j**) were transfected with nontargeting (NT) or RAB38-specific siRNA (siRAB38) for 48 and 72 h. Cellular viability was determined by CellTiter-Glo assay and relative cell viability was calculated. Data are presented as mean and SD, *n* = 3. (**g**–**I**,**k**) LN229 (**g**), T98G (**h**), and GBM43 cells (**i**) and astrocytes (**k**) were transfected with nontargeting (siNT) or RAB38-specific siRNA and whole-cell protein extracts were examined by Western blot analysis for RAB38 expression. β-Actin served as a loading control. Bar graphs display protein quantification levels determined by ImageJ (mean and SD presented). * *p* < 0.05; ** *p* < 0.01; ***/**** *p* < 0.001, n.s. means not significant.

**Figure 2:**
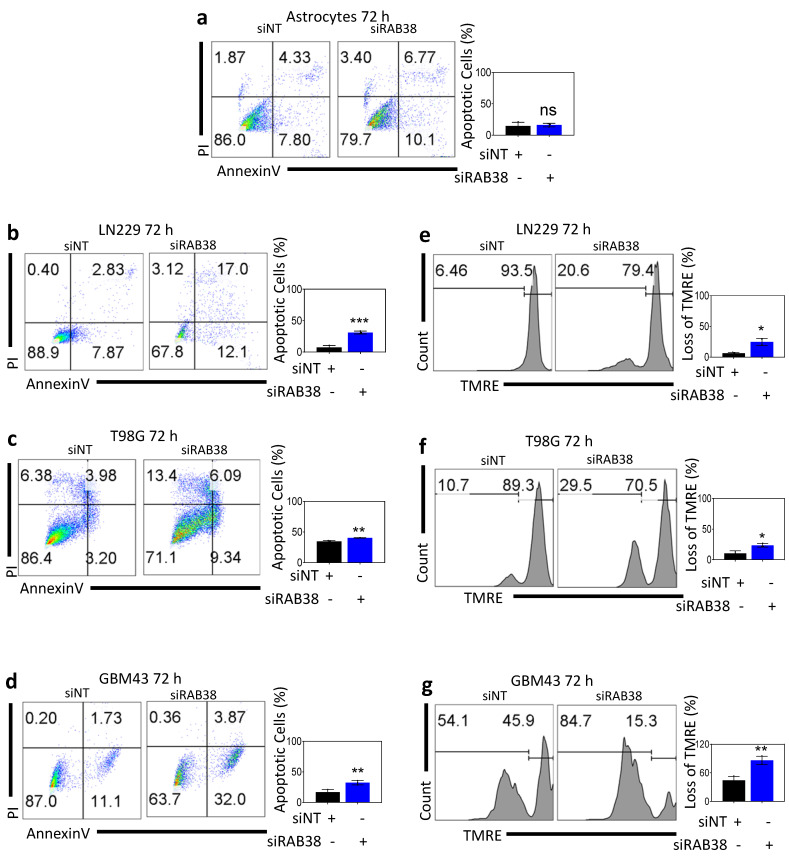
Loss of RAB38 function causes glioblastoma cell death associated with loss in mitochondrial membrane potential. (**a**–**d**) Astrocytes (**a**), LN229 (**b**), T98G (**c**), and GBM43 (**d**) glioblastoma cell lines were transfected with either NT or RAB38 siRNA and after 72 h were stained with annexin V/propidium iodide and analyzed by flow cytometry (representative plots shown). Representative plots and a histogram with statistical analysis are presented (*n* = 3). (**e**–**g**) LN229 (**e**), T98G (**f**), and GBM43 (**g**) cells were transfected with either siNT or siRAB38 and after 72 h were stained with TMRE and analyzed by flow cytometry (representative plots shown). Representative plots and a histogram with statistical analysis are presented (*n* = 3). * *p* < 0.05; ** *p* < 0.01; ***/**** *p* < 0.001, n.s. means not significant.

**Figure 3:**
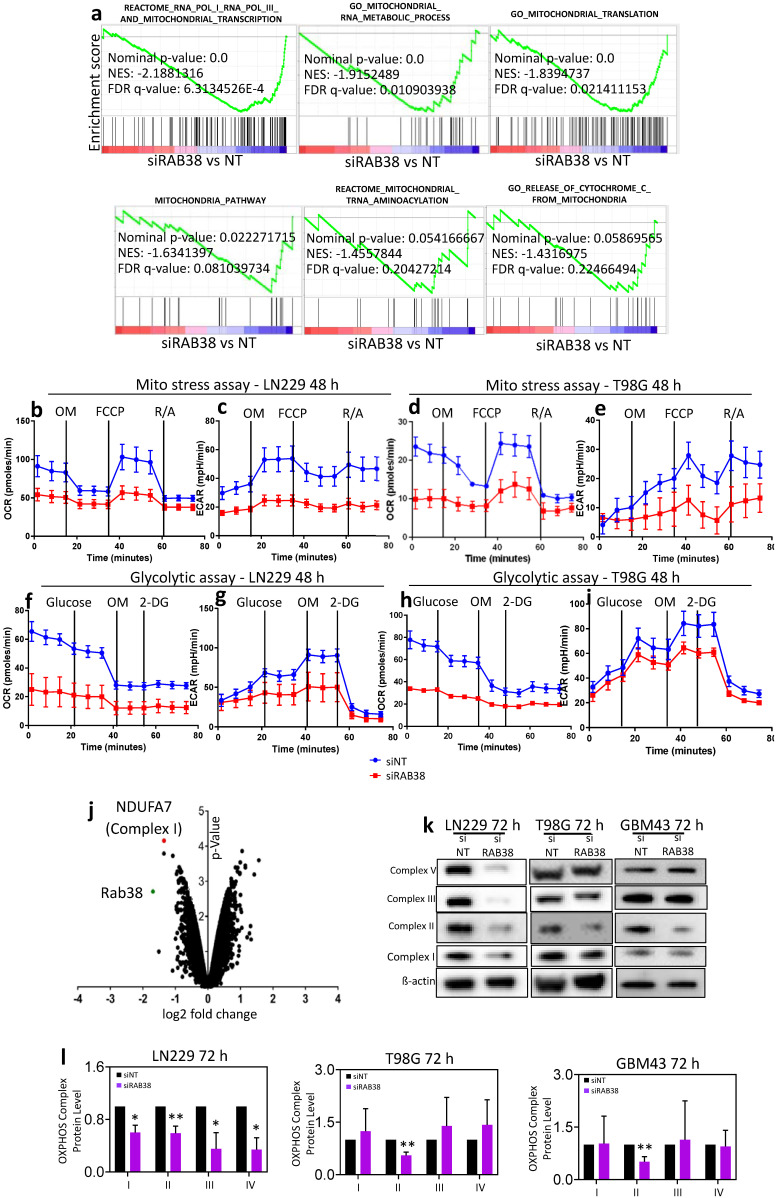
RAB38 silencing leads to inhibition of mitochondrial energy metabolism (**a**). LN229 cells were transfected with nontargeting or RAB38 siRNA. RNA was extracted 48 h after transfection. Microarray analysis with subsequent gene set enrichment analysis (GSEA) was performed. Shown are GSEA plots with downregulation of genes related to mitochondrial metabolism and the respective statistical analysis. *n* = 2. (**b**–**e**) LN229 (**b**–**c**) and T98G (**d**–**e**) cells were transfected with nontargeting or RAB38 siRNA. Forty-eight hours after transfection, the oxygen consumption (OCR) and extracellular acidification rate (ECAR) were measured on a seahorse analyzer (Seahorse XF Cell Mito Stress assay). Representative plots are shown, *n* = 3. (**f**–**i**) LN229 (**f**–**g**) and T98G (**h**–**i**) cells were transfected with nontargeting or RAB38 siRNA. Forty-eight hours after transfection, the oxygen consumption (OCR) and extracellular acidification rate (ECAR) were measured on a seahorse analyzer (Seahorse XF Cell Glycolytic Stress assay). Representative plots are shown, *n* = 3. (**j**) Volcano plot depicting significantly up- and downregulated genes following transfection with nontargeting or RAB38-specific siRNA for 48 h in LN229 cells. Highlighted are the mRNA levels of NDUFA7 (complex I, in red) and RAB38 (in green). FC: fold change. (**k**) RAB38 knockdown was performed in LN229, T98G, and GBM43, and whole-cell protein extracts were examined by Western blot analysis of RAB38 (data not shown) and OXPHOS complexes I, II, III, and V. β-Actin Western blot analysis was performed to confirm equal protein loading. (**l**) Protein quantification was analyzed through ImageJ. Representative plots and a histogram with statistical analysis are presented (*n* = 3). * *p* < 0.05; ** *p* < 0.01.

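The genes with the smallest p and non-overlapping arrays were led among the lower ones by NDUFA7 and NECAP1, and among the higher ones by LINC00174 and LOC100131107. NECAP1, which acts in clathrin-mediated endocytosis, was 6.94 ± 0.16 (SD, n = 2) in NT and 5.59 ± 0.13 (SD, n = 2) in siRAB38, a log2 fold change of -1.35 (standard error 0.14, adjusted p = 0.70 from limma). RPL22L1, a paralog of a ribosomal protein gene, had a log2 fold change of -1.08 (standard error 0.11). The phosphatase gene PTPN11, which encodes SHP2, had -0.88 and the interleukin-1 receptor gene IL1R1 had -0.94. POMK, a kinase of O-mannosyl glycans, the kinesin subunit KIF3B and the secreted glycoprotein FSTL1 had log2 fold changes of -0.85, -0.81 and -0.84. OR13H1, among the dimmest 30% of genes, and TRIM43B had -0.96 and -0.81. On the higher side, the long noncoding RNA LINC00174 had a log2 fold change of 1.05 (standard error 0.10) and TSPAN11, a tetraspanin, had 1.15 (standard error 0.14). LOC100131107, CALML3-AS1 and LINC02012 had log2 fold changes of 1.58, 1.15 and 0.98. GPR135, an orphan receptor gene, had 0.99 and PCDHGA12, a protocadherin gene, had 0.91. The KIT ligand gene KITLG, the Golgi GTPase gene RAB30 and the G protein regulator gene RGS16 had 0.92, 0.85 and 0.98. Each of these genes had an adjusted p of 0.70 or 0.72 in limma. Both siRAB38 arrays lay above both NT arrays in 4228 genes, or 18.8%, and below them in 3854, or 17.2%, close to the share that chance gives in each direction. Without NT array 1 the genes at an unadjusted p under 0.05 numbered 920, and without NT array 2 they numbered 997.

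**Figure D3:**
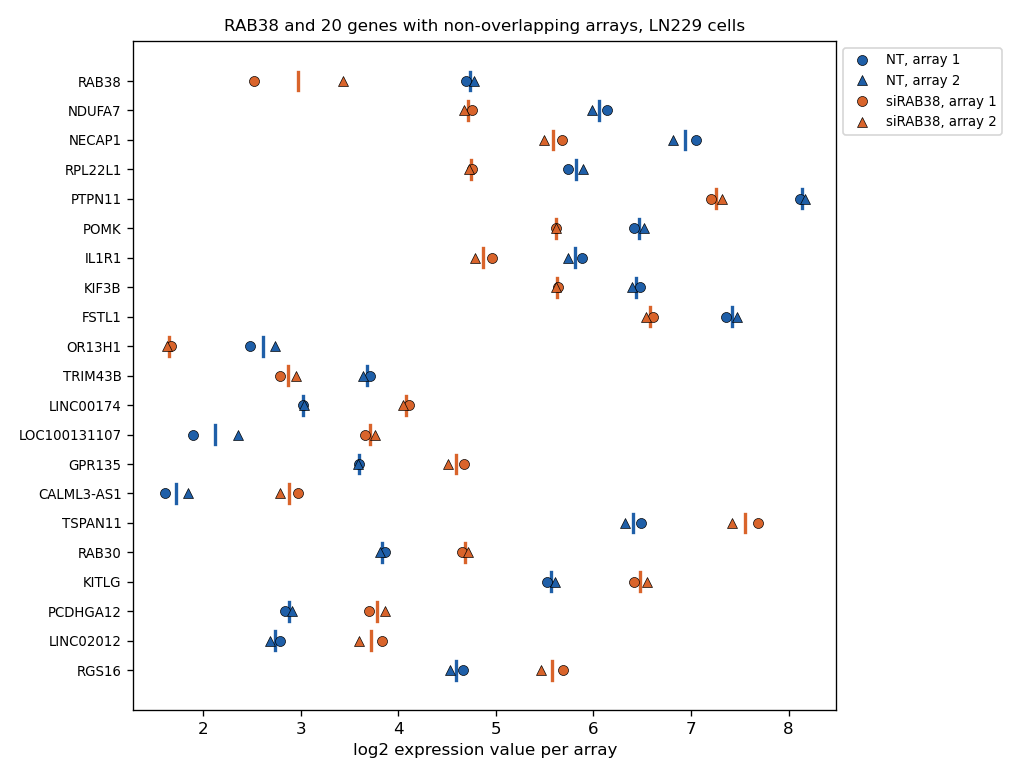
Log2 expression value per array (x axis) of RAB38 and 20 genes, 10 lower and 10 higher, with the smallest p among genes whose arrays do not overlap between groups (y axis). Circles and triangles are arrays 1 and 2 of NT (blue) and siRAB38 (orange), and vertical bars are group means. NDUFA7 lies at 6.14 and 5.98 in NT and at 4.75 and 4.68 in siRAB38.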

**Figure 4:**
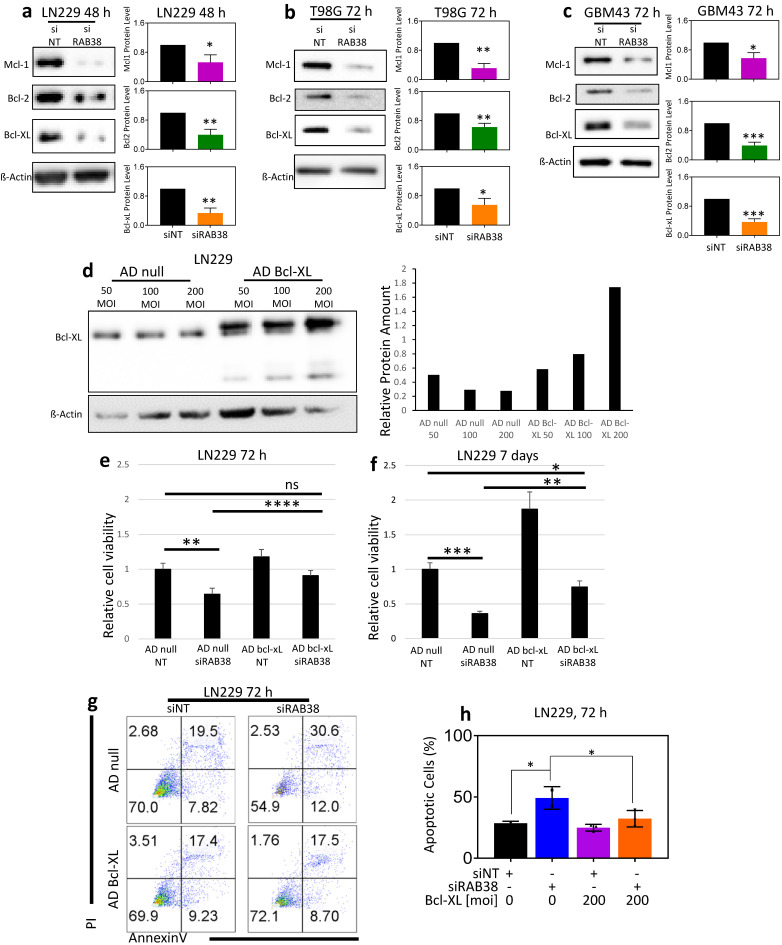
RAB38 silencing downregulates the protein expression of antiapoptotic Bcl-2 family members. (**a**–**c**) RAB38 knockdown was performed in LN229 (**a**), T98G (**b**), and GBM43 (**c**), and whole-cell protein extracts were examined by Western blot analysis of Mcl-1, Bcl-2, Bcl-xL, and RAB38. β-Actin Western blot analysis was performed to confirm equal protein loading. Protein quantification was analyzed through ImageJ. Representative plots and a histogram with statistical analysis are presented (*n* = 3). (**d**) Bcl-xL overexpression was performed in LN229 using an adenovirus, and whole-cell protein extracts were examined by Western blot analysis of Bcl-Xl and β-actin. Bar graphs display protein quantification levels determined by ImageJ. (**e**,**f**) LN229 cells were transfected with nontargeting (NT) or RAB38-specific siRNA (siRAB38) using either cells overexpressing Bcl-xL or controls. After 72 h (**e**) or 7 days (**f**), cellular viability was determined by CellTiter-Glo assay and relative cell viability was calculated. Data are presented as mean and SD, *n* = 3. (**g**,**h**) LN229 glioblastoma cells overexpressing Bcl-xL were transfected with either NT or RAB38 siRNA and stained with annexin V/propidium iodide at 72 h, then analyzed using flow cytometry. Representative plots and a histogram with statistical analysis are presented (*n* = 3). * *p* < 0.05; ** *p* < 0.01; ***/**** *p* < 0.001, n.s. means not significant.

**Figure 5:**
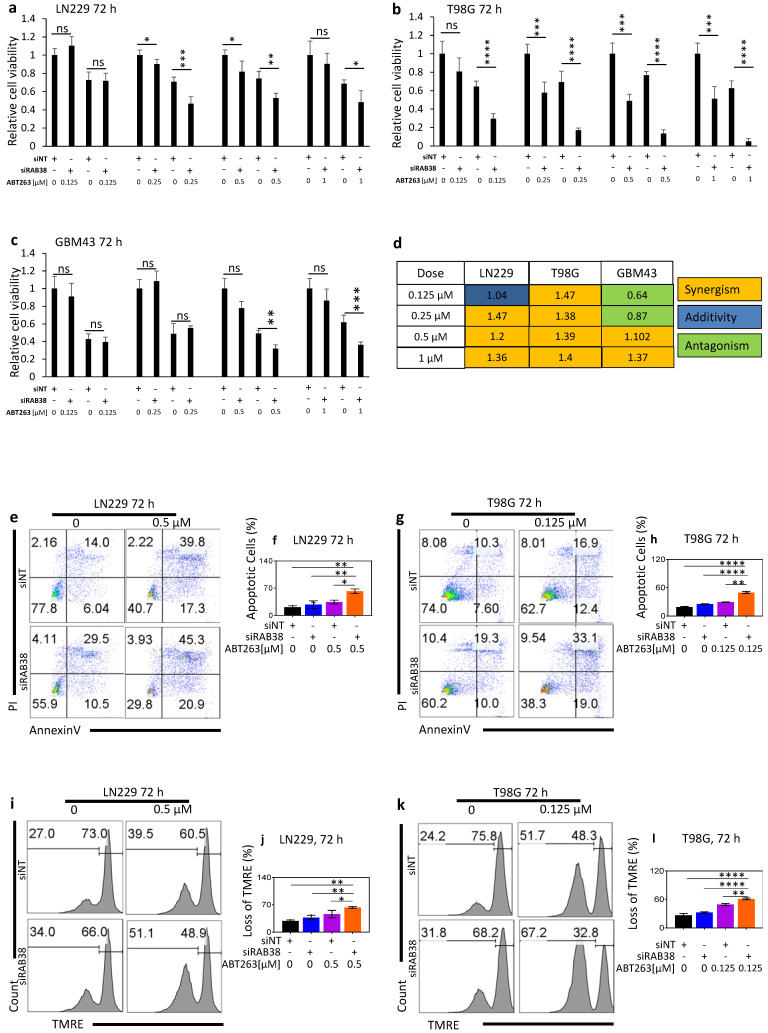
RAB38 knockdown renders glioblastoma cells vulnerable to a BH3-mimetic drug enhancing cell death in vitro. (**a**–**c**) LN229 (**a**), T98G (**b**), and GBM43 (**c**) cells were transfected with nontargeting (NT) siRNA or RAB38 siRNA. Thereafter, cells were incubated with vehicle or ABT263, for 72 h. ABT263 was used at four different concentrations. Cellular viability was determined by CellTiter-Glo assay and relative cell viability was calculated. Data are presented as mean and SD, *n* = 3. (**d**) Bliss analysis was performed in order to understand whether RAB38 silencing and ABT263 had a synergistic effect on the reduction in cellular viability. (**e**–**h**) LN229 (**e**) and T98G (**f**) glioblastoma cell lines were transfected with either siNT or RAB38 siRNA. Thereafter, transfected cells were treated with vehicle or ABT263, stained with annexin V/propidium iodide 72 h after silencing, and then analyzed by flow cytometry. Representative plots and a histogram with statistical analysis are presented (*n* = 3). (**i**–**l**) LN229 (**c**) and T98G (**d**) cells were transfected with either siNT or siRAB38 siRNA and treated with vehicle or ABT263. Seventy-two hours after transfection, cells were labeled with TMRE and analyzed by flow cytometry. Representative plots and a histogram with statistical analysis are presented (*n* = 3). * *p* < 0.05; ** *p* < 0.01; ***/**** *p* < 0.001, n.s. means not significant.

**Figure 6:**
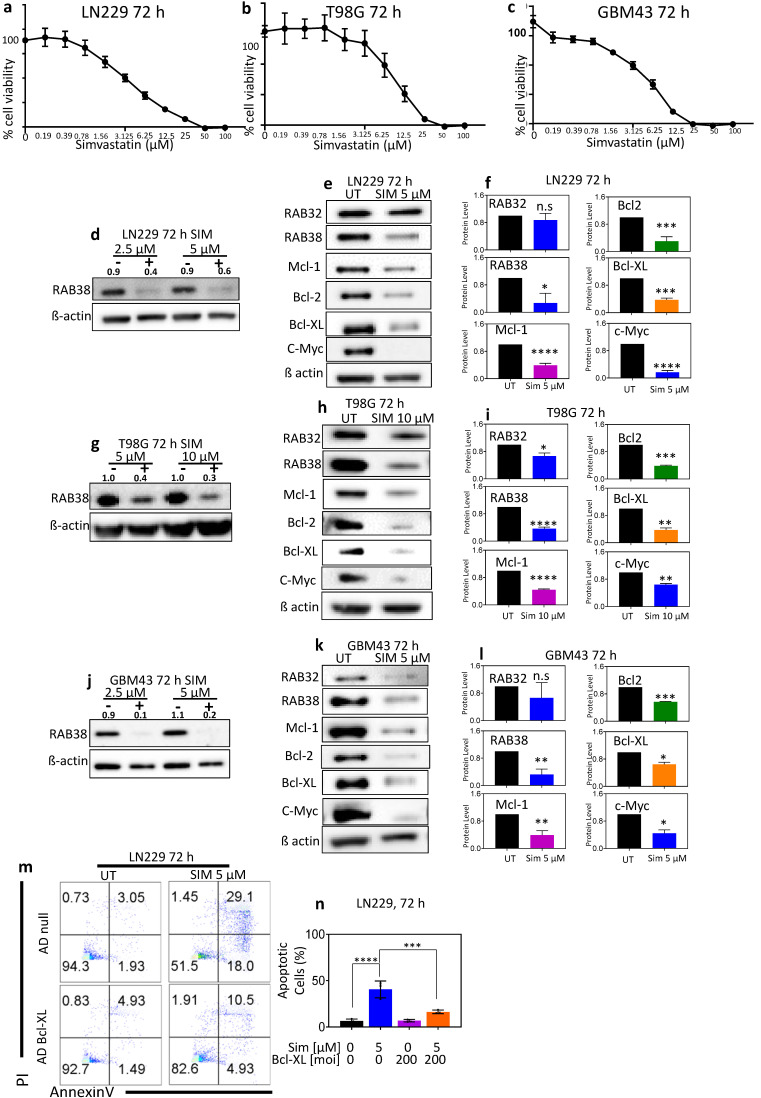
Simvastatin causes a reduction in cellular viability and downregulates RAB38, RAB32, Mcl-1, Bcl-2, Bcl-xL, and c-Myc protein expression. (**a**–**c**) LN229 (**a**), T98G (**b**), and GBM43 (**c**) glioblastoma cell lines were treated with increasing concentrations of simvastatin for 72 h. Cellular viability was determined by CellTiter-Glo assay and the IC50 values were calculated based on a nonlinear regression analysis. Data are presented as mean and SD, *n* = 3. (**d**–**l**) LN229 (**d**–**f**), T98G (**g**–**i**), and GBM43 (**j**–**l**) were treated with simvastatin at two different concentrations for 72 h. Whole-cell protein extracts were analyzed by Western blot for RAB38, RAB32, Mcl-1, Bcl-2, Bcl-xL, and c-Myc. β-Actin Western blot analysis was performed to confirm equal protein loading. Protein quantification was analyzed through ImageJ. Representative plots and a histogram with statistical analysis are presented (*n* = 3). (**m**–**n**) LN229 cells transduced with a control adenovirus or an adenovirus encoding Bcl-xL were treated with simvastatin, stained with annexin V/propidium iodide at 72 h following treatments, and analyzed by flow cytometry. Representative plots and a histogram with statistical analysis are presented (*n* = 3). * *p* < 0.05; ** *p* < 0.01; ***/**** *p* < 0.001, n.s. means not significant.

## Data Availability

All the data are available upon request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10071643/s1, Figure S1: RAB38 silencing regulates c-Myc expression and loss of RAB38 mediates inhibition of proliferation of glioblastoma cells in part through c-Myc, Figure S2: Lovastatin causes reduction in cellular viability and downregulates RAB38, RAB32, Mcl-1, Bcl-2, Bcl-xL, and c-Myc protein expression in human glioblastoma cells.

# Supplementary material for: RAB38 Facilitates Energy Metabolism and Counteracts Cell Death in Glioblastoma Cells
**Source:** Cells. 2021 Jun 30;10(7):1643. doi: 10.3390/cells10071643
**Supplement:** Supplementary file 1

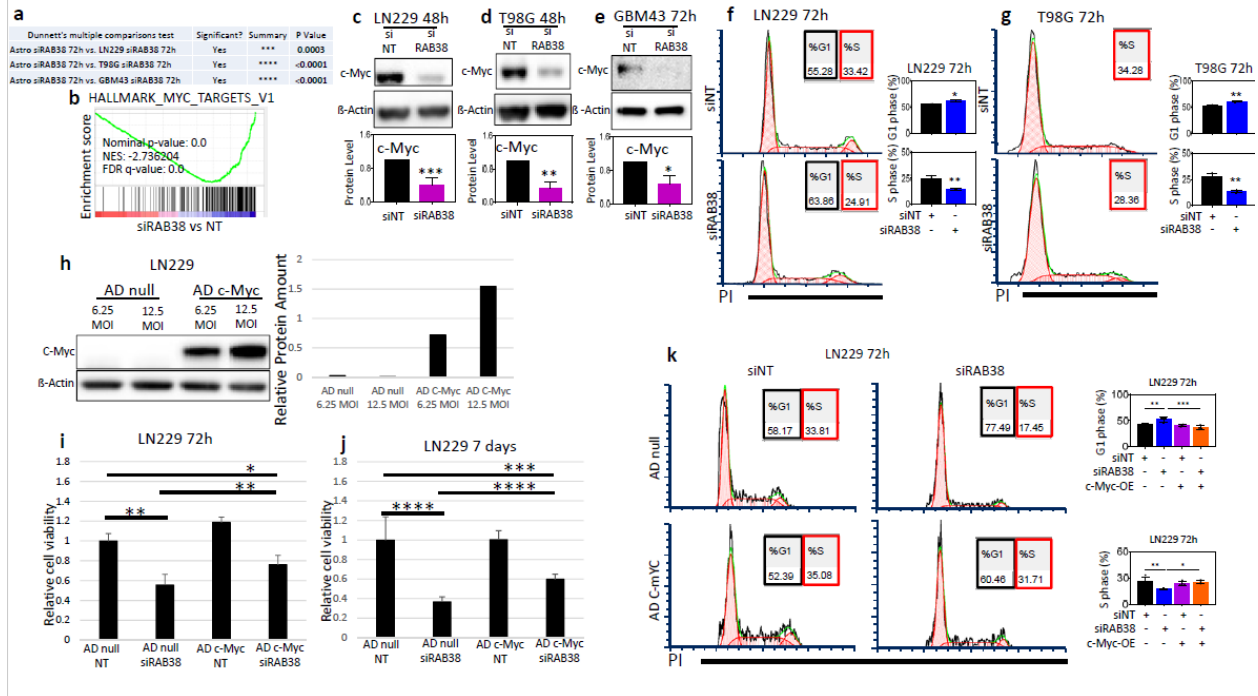

Suppl. Fig. 1. RAB38 silencing induces a significant difference in cellular viability in astrocytes versus the three GBM lines tested, regulates c-Myc expression and loss of RAB38 mediates inhibition of proliferation of glioblastoma cells in part through c-Myc. (a). Anova coupled with a multiple comparison between all the cell lines tested in Figure 1. **(b).** LN229 cells were transfected with non-targeting or RAB38 siRNA. RNA was isolated 48h after transfection and samples were submitted for transcriptome analysis and subsequently analyzed by GSEA. Shown is a GSEA plot with the respective statistical analysis suggesting a downregulation of c-Myc targets after RAB38 impairment. Data are presented as mean and SD, n=2. **(c-e).** RAB38 and respective control siRNA knockdown was performed in LN229 (c) and T98G (d) and GBM43 (e). Whole cell protein extracts were examined by western blot analysis of RAB38 and c-Myc. β-actin western blot analysis was performed to confirm equal protein loading. **(f-g).** 72h following transfection samples were stained with PI and cell cycle analysis was performed. Representative plots and histograms with statistical analysis are presented (n=3). **(h).** Adenoviral mediated c-Myc overexpression was performed in LN229 and whole cell protein extracts were examined by western blot analysis of c-Myc and β-actin. Bar graphs display protein quantification levels determined by ImageJ. **(i-j).** RAB38 was silenced in LN229 with non-targeting (NT) RNA or siRAB38 using cells over-expressing c-Myc versus control, for 72h (i) and for 7 days (j). Cellular viability was determined by CellTiter-Glo assay and relative cell viability was calculated. Data are presented as mean

and SD, n=3. **(k)**. LN229 glioblastoma cell line over-expressing c-Myc or an appropriate related control were transfected with either NT or RAB38 siRNA and stained with propidium iodide at 72h and analyzed by flow cytometry. Representative plots and a histogram with statistical analysis are presented (n=3). *P < 0.05; **P < 0.01; ***/*P < 0.001.

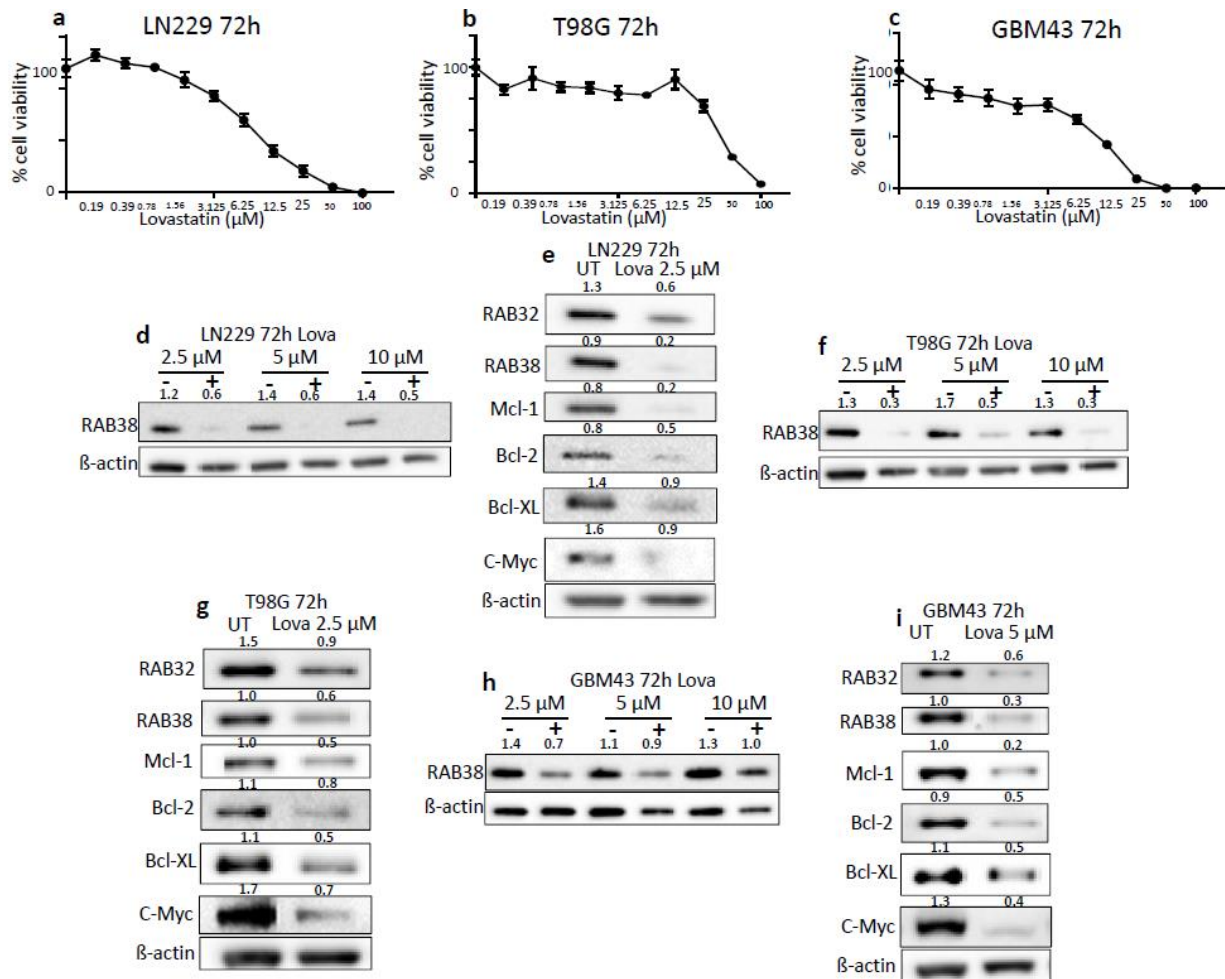

Suppl. Fig. 2. Lovastatin causes reduction in cellular viability and downregulates RAB38, RAB32, Mcl-1, Bcl-2, Bcl-xL and c-Myc protein expression in human glioblastoma cells. LN229 (a), T98G (b) and GBM43 (c) glioblastoma cell lines were treated with increasing concentrations of Lovastatin for 72h. Cellular viability was determined by CellTiter-Glo assay and the IC50-values were calculated based on a non-linear regression analysis. Data are presented as mean and SD, n=3. **(d-i)**. LN229 (d,e), T98G (f,g) and GBM43 (h,i) were treated with Lovastatin at the indicated concentrations for 72h. Whole-cell protein extracts were examined by western blot for RAB38, RAB32, Mcl-1, Bcl-2, Bcl-xL and c-Myc. β-actin western blot analysis was performed to confirm equal protein loading. n=3.

Suppl. Table 1. Gene set enrichment analysis of siRAB38 in LN229 cells

How the deposited data were processed for this re-analysis (not part of the article)

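Expression was measured on Affymetrix arrays in LN229 glioblastoma cells 48 h after transfection with nontargeting siRNA (2 arrays) or RAB38 siRNA (2 arrays), at 1.5% serum. The 4 arrays were mapped to their groups by the submitters' titles and siRNA labels. The authors deposited 1 table of log2 values for the 4 arrays, made with RMA, which corrects background, applies quantile normalization and summarises probes to 1 value per row. The submitters' processing notes name affy 1.60.0 and R 3.5.1. The definition that groups probes into rows is not given in the sources used here, and neither is a genome build, so no coordinates are printed. RMA pulls the arrays to a shared distribution, so a change of all genes in one direction cannot be seen, and it compresses differences of dim genes. The deposited values ran from 0.41 to 12.0, and the array medians were 3.49 and 3.47 in NT and 3.49 and 3.51 in siRAB38. The number of arrays limits the precision.

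Rows were named through the platform annotation, of which 22458 rows had 1 gene symbol, none had several and 1328 had none. Symbols were checked by gene identifier against a RefSeq table of assembly GRCh38.p14 and needed no update. No gene had more than 1 row. In 36 rows all 4 arrays held an identical value, and in 129 rows there were 2 distinct values. No row was left out for low signal. Arrays correlated at 0.993 to 0.994 across genes, so none was a copy of another.

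The deposited log2 values were compared between siRAB38 and NT with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend, prior degrees of freedom of 3.15), with Benjamini-Hochberg adjustment over all genes and an adjusted p of 0.05 as the threshold. The methods of the paper name ANOVA and a t-test in general and cite earlier work for the array and enrichment analysis, so the gene model is a choice made here. Lists of genes were tested with camera at a preset correlation of 0.01 and adjusted over the 28 lists. Beside it, camera with an estimated correlation, fry and an enrichment analysis with fgsea 1.28.0 were run, the last on a signal-to-noise ranking with the SD held at or above 0.2 of the mean and 10000 permutations of genes. Gene permutations take genes as independent, so that analysis serves as an alternative and for enrichment scores only. With 2 residual degrees of freedom, an estimated correlation is itself imprecise. In that setting camera also takes its p from these 2 degrees of freedom, which the preset setting does not. The 2 settings thus differ in more than the correlation. The median of each list was also compared with 10000 random lists matched on mean expression in 20 bins.

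The genes named in the text were fixed by a rule: those the paper names for these cells, the 10 higher and 10 lower genes with the smallest unadjusted p among those whose arrays do not overlap and whose log2 fold change is at least 0.5 in size (no gene passed the adjusted threshold, which the rule puts first), and up to 4 members of each list with the smallest unadjusted p. The lists were written from general knowledge. The c-Myc list follows the Hallmark set and the apoptosis effector list a BioCarta set, so members may differ from the published sets. Of 1088 list entries, 992 were measured.

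The fits were tested on simulated data for the 22458 genes in 20 rounds. Of the genes changed by 0.5, 1, 2 and 3 on the log2 scale, 0.3%, 30.4%, 90.5% and 96% passed the adjusted threshold for siRAB38 against NT. Changes of all these sizes were planted together, and the spread of each gene was drawn from the fitted prior. The adjusted threshold depends on the number and size of the planted changes, so these rates do not give the power of the real comparison. A simulated shift of -0.2 in a list of 50 genes was called in 20 of 20 rounds at the preset correlation and in 18 of 20 with an estimated correlation, and an unshifted list in 0 of 20 with either. These calls used an unadjusted p under 0.05 from camera, while the real lists were called at a p adjusted over 28 lists. The rates therefore do not carry over to the real lists. Simulated genes vary independently, so the false calls that correlated genes can bring are not covered. Alternatives covered the normalization, dim genes, rows tested, the variance prior, array weights, the replicate number as a block, the test and leaving out each array.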

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

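Of the tests on explanations in this part, the comparison with random lists matched on signal was set before its result was seen, and the others were chosen after. With 2 arrays against 2 there are 3 splits of the arrays, too few for a share under 0.05.

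Gene lists other than the sets shown in the enrichment plots of the paper passed the list test, some on subjects that the paper treats by other assays. Lower with siRAB38 were G1/S and DNA replication (adjusted p = 1.27e-13), ribosome biogenesis (adjusted p = 8.42e-07), interferon response (adjusted p = 5.37e-04), the mRNAs of the anti-apoptotic Bcl-2 family (adjusted p = 0.00130), G2/M (adjusted p = 0.00275) and the cytosolic ribosome (adjusted p = 0.0466). Higher were p53 targets (adjusted p = 1.30e-07), semaphorins, plexins and neuropilins (adjusted p = 0.00172) and the extracellular matrix and its proteases (adjusted p = 0.0117), 3 groups of which the study's enrichment table names related sets. With an estimated correlation the adjusted p of these 9 lists ran from 0.307 to 0.852, and none passed. The G2/M call was also lost without NT array 2 (adjusted p = 0.847) and without siRAB38 array 2 (adjusted p = 0.920), and that of the cytosolic ribosome under every other normalization.

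Replication genes were lower and p53 targets higher with siRAB38, with list means of 0.09 and 0.12 in NT against -0.10 and -0.12 in siRAB38 for replication, and of -0.14 and -0.12 against 0.15 and 0.12 for p53 targets. A trend with signal level is argued against, since the replication median of -0.22 lies below -0.0583, the lower bound of the middle 95% of matched random lists, and the p53 median of 0.22 lies above 0.07, the upper bound. A structure of the arrays cannot be told apart, since the other splits (lowest adjusted p of both lists 0.644) hold 1 array of each group on either side and so are balanced against the siRNA. Normalization between arrays cannot be told apart either, since the 3 further normalizations ran on values already normalized by RMA and moved no gene of the lists by more than 0.03, so that the highest adjusted p of 7.19e-08 under them decides nothing. A change of the cell cycle after loss of RAB38 and a response to the siRNA pool that does not depend on RAB38 also stay open, untested.

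Interferon response genes had a median log2 fold change of -0.32, with 36 of 38 below 0, but in 0 of 38 genes did the arrays separate by group, and the list means were 0.61 and -0.20 in NT and -0.78 and 0.37 in siRAB38. A swap of an NT and a siRAB38 array is argued against by RAB38 itself, whose lowest NT value exceeds its highest siRAB38 value by 1.26. The arrays of 1 group differed by up to 1.15 in the list mean, more than the difference of -0.41 between groups, which is consistent with a difference between single cultures or transfections, for which no label is given. The split of NT array 1 and siRAB38 array 2 against the remaining arrays repeats the pattern for this list by its choice, but in it G2/M (adjusted p = 3.19e-10), the cytosolic ribosome (4.97e-04), histones (6.46e-04), complex IV (0.00198), complex I (0.0201), the mitochondrial ribosome (0.0201) and c-Myc targets (0.0392) passed too. Whether silencing of RAB38 adds to it cannot be told apart here, as siRAB38 array 2 lay above NT array 2 by 0.57.

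NDUFA7 was lower by far more than any other complex I gene. A joint fall of complex I mRNAs is argued against by the other 34 genes, whose median log2 fold change was 0.0393. An extreme value by chance among many genes stays open, since NT array 1 and siRAB38 array 1 against the remaining arrays gave a smallest p of 5.35e-05, below that of NDUFA7, and 4 genes of at least its size at an unadjusted p under 0.05, against 6 in the real split. The split of NT array 1 and siRAB38 array 2 against the remaining arrays gave no p as small as that of NDUFA7 but 10 genes of its size. That split also follows the interferon pattern, so its count of large genes cannot decide on chance. An effect of the siRNA pool on NDUFA7 that does not run through RAB38 was not tested, as the siRNA sequences are not used here.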

How the results depend on the processing

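All alternatives but 1 were set before the data were examined. No gene passed an adjusted p of 0.05 in limma under any alternative or in the methods' t-test. The count at an unadjusted p under 0.05 (1539) ran from 1218 to 1649 under the alternatives that keep all arrays, and from 920 to 1624 when 1 array was left out. RAB38 kept a log2 fold change of -1.77 to -1.76 with all arrays and of -2.21 to -1.31 without 1 array, and NDUFA7 of -1.36 to -1.35 and of -1.43 to -1.27. Of 1038 values of 80 other named genes, 0 changed sign and 0 passed. The 15 lists past adjusted p 0.05 became 14 with a further quantile step, median centring, cyclic loess, without dim genes and with the replicate number as a block, 15 with a trended prior or array weights, and 8 to 14 without 1 array. They became 0 with an estimated correlation, 3 with fry and 6 with enrichment on signal-to-noise.

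With an estimated correlation the adjusted p became 0.535 for c-Myc targets, 0.837 for the mitochondrial ribosome, 0.419 for mitochondrial tRNA synthetases, 0.411 for mitochondrial transcription and for RNA polymerases I and III, and 0.569 for histones. With fry it became 0.305, 0.600, 0.178, 0.206 (polymerases) and 0.600 (histones), and mitochondrial transcription passed. With enrichment on signal-to-noise it became 0.284, 0.328 and 0.120 for the 3 mitochondrial lists in that order. Without 1 array it ran from 0.00131 to 0.344 for the mitochondrial ribosome, 0.0244 to 0.270 for the tRNA synthetases and 2.85e-06 to 0.0589 for histones. The interferon list turned to higher without NT array 1 (0.976) and without siRAB38 array 1 (0.212), with a range over arrays left out from 7.09e-12 to 0.976, as did the cytosolic ribosome list without NT array 2 (0.987; range 3.26e-04 to 0.987). The cause was not tested. Without the members shared with the replication, G2/M and ribosome biogenesis lists, an alternative chosen after seeing the data, c-Myc targets had an adjusted p of 2.76e-07, and of 0.569 with an estimated correlation.

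The enrichment score of c-Myc targets (-1.82) moved to -2.75 with the moderated statistic as ranking and was -2.55 ranked by log2 fold change, a ranking that gave -2.76 to -1.61 without 1 array. That of the apoptosis effectors (0.49, not past its threshold) became -1.17 with the moderated statistic, -1.07 with log2 fold changes, -1.12 without dim genes and -0.51 with median centring, and was -0.93, -0.84, -0.90 and -0.84 without NT array 1, NT array 2, siRAB38 array 1 and siRAB38 array 2, each ranked by log2 fold change. The replicate number was not shown to pair the arrays: deviations of same-numbered arrays correlated at -0.05 over all genes. With the replicate block 1249 genes had an unadjusted p under 0.05 and 14 lists passed, the cytosolic ribosome being lost (0.0567). That list was also lost with a further quantile step (0.0995), median centring (0.0537), cyclic loess (0.0913) and without dim genes (0.0673), and G2/M with enrichment on signal-to-noise (0.0654). The mean of all rows per gene gave no alternative, as each gene has 1 row, and array weights could not differ within a group of 2. No detection call or background level is given in the table, so what dim signal limits was not analysed here.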

Differences from the paper's values

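The paper's normalized enrichment score for c-Myc targets is about -2.7 in Supplementary Figure S1b, read by eye, and the value here is -1.82 on a signal-to-noise ranking. Of the alternatives set before the data were examined, ranking by the moderated statistic (-2.75) or by log2 fold change (-2.55), and log2 fold changes without NT array 1 (-2.76) or without siRAB38 array 1 (-2.41), gave values within the spread between arrays left out (0.49) of the paper's. The filter on dim genes (-1.88), median centring (-1.77), cyclic loess (-1.68) and log2 fold changes without NT array 2 (-1.61) or without siRAB38 array 2 (-2.12) did not. The list here follows the published set from general knowledge and may differ in members.

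For the mitochondria pathway set, a list of apoptosis effectors, the paper's score is about -1.6 in Fig. 3a, read by eye, and the value here is 0.49. None of the alternatives came within the spread between arrays left out (0.05) of the paper's value. That spread is far narrower than the 0.49 used for c-Myc targets and than a reading by eye allows, so missing it decides little. Of 9 alternatives, 8 had the paper's sign, from -1.17 with the moderated statistic to -0.51 with median centring, and cyclic loess gave 0.47.

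The paper describes NDUFA7 as significantly lower, with a volcano plot (Fig. 3j) that shows unadjusted p values. Its adjusted p here is 0.70, from 0.18 with a trended and robust prior to 0.97 without NT array 1 over the alternatives, while its log2 fold change of -1.35 has the paper's direction and it lies under an unadjusted p of 0.05 both in limma and in the methods' t-test. The difference for NDUFA7 thus lies in the adjustment over all genes, not in its values. RAB38 lies under an unadjusted p of 0.05 in limma only.

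The paper states that apoptosis pathways had an FDR q under 0.05 in its enrichment analysis, and that functional assays, which are not analysed here, showed their activation. Of the lists here, pro-apoptotic Bcl-2 genes (adjusted p = 0.748), apoptosis effectors (adjusted p = 0.612) and death receptors (adjusted p = 0.570) did not shift in camera, of which the last 2 lists mix promoters and inhibitors of apoptosis and so speak to neither direction, while the anti-apoptotic Bcl-2 genes were lower (adjusted p = 0.00130, but adjusted p = 0.411 with an estimated correlation). In the first 1999 of the 6226 rows of Supplementary Table S1, all with scores above 0, the paper's smallest FDR q is 0.163. The paper's rows there include its Hallmark apoptosis set, with a score of 1.13 and a q of 0.754, and its Hallmark p53 pathway set, with a score of 1.63 and a q of 0.423. The remaining rows were not used here.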

Other observations

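The test on c-Myc targets in this part was set before its result was seen, with an alternative list chosen after the data were seen. Genes activated by p53, which the study's enrichment table also ranks among raised sets, rose as a list with siRAB38. Of 28 measured genes 24 lay above 0, with a median log2 fold change of 0.22, and 8 were higher when adjusted over the list alone, although none was over all genes and the list is not independent evidence of its direction. With an estimated correlation the adjusted p was 0.330, and with enrichment on signal-to-noise it was 0.0929. CDKN1A, which encodes the cell cycle inhibitor p21, had a log2 fold change of 0.75 (standard error 0.14), ZMAT3 of 0.75 (standard error 0.11), the ubiquitin ligase subunit gene FBXO22 of 0.67 (standard error 0.12) and the stress gene SESN1 of 0.55 (standard error 0.11). G2/M genes lay below 0 in 39 of 47 cases, with a median of -0.10, but their arrays overlapped, with list means of -0.04 and 0.13 in NT and of 0.04 and -0.14 in siRAB38.

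Genes of semaphorins, plexins and neuropilins, guidance ligands and receptors, lay above 0 in 21 of 29 cases, with a median of 0.12 (adjusted p = 0.411 with an estimated correlation and 0.0609 without NT array 2), among them SEMA7A with a log2 fold change of 0.52 and PLXNB3 with 0.43. Genes of the extracellular matrix and its proteases lay above 0 in 39 of 53 cases, with a median of 0.10 (adjusted p = 0.761 with an estimated correlation, 0.270 without NT array 2 and 0.240 without siRAB38 array 2). COL15A1 had 0.45 and MMP15 had 0.39, but COL6A3 had -0.54. The study's full enrichment table of these samples lists sets of both kinds, which its text does not name. Cytosolic ribosome genes lay below 0 in 23 of 35 cases, with RPL9 at -0.57 and RPS24 at -0.37. Their arrays overlapped between the groups, with list means of -0.05 and 0.12 in NT and of 0.02 and -0.08 in siRAB38. Genes of ATF4 and the unfolded protein response did not shift (adjusted p = 0.748, 17 of 30 below 0), although PSAT1, an enzyme of serine synthesis, had a log2 fold change of -0.75 and was lower when adjusted over the list alone. Cholesterol synthesis and prenylation genes (adjusted p = 0.625, 14 of 25 below 0) and the RAB32/38 pathway and relatives (adjusted p = 0.946, 12 of 26 below 0) did not shift either, the last with a median of 0.01 and camera direction up but a mean of -0.03. Markers of several other cell types did not shift as a list (adjusted p = 0.946, 13 of 25 above 0), which excludes no single cell type, as 13 of them are dim, with the neuronal gene SNAP25 at a log2 fold change of 0.64 as the 1 gene higher when adjusted over the list alone.

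The hypothesis that the lower c-Myc targets rest on DNA replication, G2/M and ribosome biogenesis genes alone was tested by leaving out the 20 of 180 measured members that those lists share. Of the remaining 160 genes 131 lay below 0, with a median log2 fold change of -0.10, and the list still fell (adjusted p = 2.76e-07 from camera, adjusted p = 0.569 with an estimated correlation). The shared members alone therefore do not account for the fall under the preset correlation. The remaining genes still include others of DNA replication, such as ORC2 and POLD2, and of mitosis, such as MAD2L1, so the wider hypothesis is not decided by this test.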
